# The lactonase BxdA mediates metabolic specialisation of maize root bacteria to benzoxazinoids

**DOI:** 10.1038/s41467-024-49643-w

**Published:** 2024-08-02

**Authors:** Lisa Thoenen, Marco Kreuzer, Christine Pestalozzi, Matilde Florean, Pierre Mateo, Tobias Züst, Anlun Wei, Caitlin Giroud, Liza Rouyer, Valentin Gfeller, Matheus D. Notter, Eva Knoch, Siegfried Hapfelmeier, Claude Becker, Niklas Schandry, Christelle A. M. Robert, Tobias G. Köllner, Rémy Bruggmann, Matthias Erb, Klaus Schlaeppi

**Keywords:** Microbiome, Bacterial genes, Soil microbiology

## Abstract

Root exudates contain specialised metabolites that shape the plant’s root microbiome. How host-specific microbes cope with these bioactive compounds, and how this ability affects root microbiomes, remains largely unknown. We investigated how maize root bacteria metabolise benzoxazinoids, the main specialised metabolites of maize. Diverse and abundant bacteria metabolised the major compound in the maize rhizosphere MBOA (6-methoxybenzoxazolin-2(3H)-one) and formed AMPO (2-amino-7-methoxy-phenoxazin-3-one). AMPO forming bacteria were enriched in the rhizosphere of benzoxazinoid-producing maize and could use MBOA as carbon source. We identified a gene cluster associated with AMPO formation in microbacteria. The first gene in this cluster, *bxdA* encodes a lactonase that converts MBOA to AMPO in vitro. A deletion mutant of the homologous *bxdA* genes in the genus *Sphingobium*, did not form AMPO nor was it able to use MBOA as a carbon source. BxdA was identified in different genera of maize root bacteria. Here we show that plant-specialised metabolites select for metabolisation-competent root bacteria. *BxdA* represents a benzoxazinoid metabolisation gene whose carriers successfully colonize the maize rhizosphere and thereby shape the plant’s chemical environmental footprint.

## Abstract (web summary)

Maize root bacteria were investigated for how they cope with the antimicrobial root exudates of their host plant. A gene cluster was identified, allowing the bacteria to metabolise these compounds and to specialize on the exudates of their host.

## Introduction

Plant microbiomes fulfil key functions for plant and ecosystem health. Root-associated microbes promote plant growth, provide nutrients, and protect plants from pathogens^1,2^. While some root microbes are ubiquitous, many microbes form specific relationships with their host plants, and host plants often exert substantial control over the structure and function of their microbiome. Plants primarily shape their root-associated microbiome through the secretion of root exudates, which can account for up to one-fifth of the plant’s assimilated carbon^3^. Root exudates may attract, nourish, or repel soil microbes and contain primary metabolites including sugars, amino acids, organic acids and fatty acids, as well as secondary metabolites. The latter, also called specialised metabolites, govern the plant’s interactions with the environment, and among other functions, they increase biotic and abiotic stress tolerance^4^. A key function of exuded specialised metabolites is to shape the root microbiomes^5–7^, documented with examples including glucosinolates, camalexins, triterpenes, and coumarins from *Arabidopsis thaliana*^5^, the saponin tomatine from tomato^8^, and benzoxazinoids^9–13^, diterpenoids^14^, zealexins^15^ and flavonoids^16^ from maize.

Benzoxazinoids are multifunctional indole-derived metabolites produced by *Poaceae*, including crops such as wheat, maize, and rye^17^. These compounds accumulate in leaves as chemical defences against insect pests and pathogens^17^ and are exuded from the roots as phytosiderophores^18^ and antimicrobials^19–21^. Benzoxazinoids directly shape the root and rhizosphere microbiomes^9–11,22^, and when metabolised to aminophenoxazinones by soil microbes, they also become allelopathic, inhibiting the germination and growth of neighbouring plants^17^. In maize, the methoxylated benzoxazinoids dominate, while rye only produces non-methoxylated benzoxazinoids, and wheat forms a mixture of both^23,24^. In Supplementary Fig. 1 we document the full names, structures, and relatedness of all compounds relevant to this study. DIMBOA-Glc is the main root-exuded benzoxazinoid of maize^11^, and its chemical fate in the soil is well understood. Upon exudation, plant- or microbe-derived glucosidases^17^ cleave off the glucose moiety to form DIMBOA, which spontaneously converts to more stable MBOA^25^. In soil, MBOA has a half-life of several days and can be further metabolised to reactive aminophenols by microbes^17^. Three routes to different metabolite classes are known: route (I), favoured under aerobic conditions^26^, forms aminophenoxazinones such as AMPO and AAMPO; route (II) results in acetamides such as HMPAA through acetylation^27^, or alternatively, route (III) yields malonic acids such as HMPMA through acylation^27^. Route I is certainly relevant for the rhizosphere as the AMPO can be detected in soils of cereal fields over several months^25^. While the chemical pathways of benzoxazinoid metabolisation are well-defined, the responsible microbes and enzymes remain largely unknown.

Benzoxazinoids and their metabolisation products have antimicrobial properties. Yet, it remains poorly understood, how microbes cope with these bioactive plant metabolites^19–21,28,29^. We discriminate metabolite-microbe interactions as ‘native’ or ‘non-host’, the latter referring to context where root microbes and root metabolites do not originate from the same host. Recently, we demonstrated that ‘native’ root bacteria (isolated from maize) tolerated the maize-originating benzoxazinoids better compared to ‘non-host’ bacteria isolated from Arabidopsis^21^. Increased tolerance could either involve reduced sensitivity of molecular targets in the bacteria or metabolisation to less toxic compounds or complete degradation. Metabolisation of plant-derived compounds may not only reduce toxicity but also have added benefits for bacterial growth. For example, *Pseudomonas* isolated from Arabidopsis uses triterpenes as carbon sources^30^. *Sphingobium* bacteria isolated from tomato grow on tomatine as a sole carbon source^8^. These examples suggest that native bacteria have evolved specialised adaptations to metabolise specialised metabolites in root exudates of their host – this hypothesis remains untested.

For benzoxazinoids, the question whether native bacteria, i.e. isolated from roots or rhizosphere of benzoxazinoid-producing plants, can specifically metabolise the specialised metabolites of their host, has not been tested. There is evidence that several soil microbes can metabolise benzoxazinoids. Examples of compound conversions include APO formation from BOA (non-methoxylated form of MBOA, Supplementary Fig. 1) by *Acinetobacter* bacteria^31^, formation of the acetamide HPAA from BOA by the fungus *Fusarium sambucus*^27^, or accumulation of APO from BOA upon co-culture of *Fusarium verticillioides* with a *Bacillus* bacterium^32^. Testing different soil microbes from various environments revealed that they differed strongly in their metabolic activities but that degradation resulted in the expected sequence of compounds from DI(M)BOA-Glc to DI(M)BOA to (M)BOA^13^. First insights into the molecular mechanisms include the identification of the metal-dependent hydrolase CbaA from *Pigmentiphaga* bacteria that degrade modified benzoxazinoids^33^, and of a metallo-β-lactamase (MBL1) from the maize seed endophytic fungus *Fusarium verticilloides* that degrades BOA to the malonamic acid HPMA^34^. Benzoxazinoid metabolisation by microbes has commonly been studied with diverse microbes isolated from different soil environments. Microbial metabolisation of benzoxazinoids and its genetic basis have not yet been investigated in the native context of root microbes from benzoxazinoid-exuding plants.

To uncover the biochemistry and the genetic basis of microbial benzoxazinoid metabolisation, we systematically screened a recently established strain collection of native maize bacteria (MRB^21^) for benzoxazinoid metabolisation. Using metabolite analyses, genetics, comparative genomics, combined with biochemical and genetic validation, we have characterised benzoxazinoid-metabolising maize root bacteria and identified the underlying genetic mechanism of AMPO formation. We identified a conserved gene cluster containing a lactonase and experimentally showed that it catalyses the degradation of MBOA. Homology searches of the key gene *bxdA* in a wide range of bacteria and plating of root microbiomes from different plant species revealed that the capacity to form AMPO is limited to maize root microbes. Our work demonstrates that maize root bacteria are adapted to metabolise the specialised metabolites of their host.

## Results

### AMPO formation is characteristic for maize root bacteria

Screening the maize root bacteria (MRB) collection for tolerance to MBOA^21^, we had observed that some liquid cultures turned red, including *Sphingobium* LSP13 and *Microbacterium* LMB2 (Supplementary Fig. 2). Analysis of the liquid media by UPLC-MS revealed that these bacteria degraded MBOA and formed AMPO, which has a dark red colour. AMPO was confirmed analytically by NMR analysis. The colour change to red was also found on MBOA-containing agar plates and thus, could serve as visual phenotype to study AMPO formation. We applied this plating assay to investigate abundance and specificity of AMPO formation in root microbiomes. First, we plated microbial extracts of maize roots on control plates and plates supplemented with MBOA (Fig. 1a) and determined the proportions of red colonies. In extracts of wild-type maize we quantified ~7.7% of the root bacteria, ~5.8% of the rhizosphere bacteria and ~11.4% of the soil bacteria forming AMPO (Fig. 1b). These proportions of AMPO-forming bacteria decreased by more than 50% in extracts of the benzoxazinoid-deficient mutant *bx1*. In comparison with maize we tested root extracts of wheat (*Triticum aestivum*), which accumulates less and predominantly non-methoxylated benzoxazinoids (i.e., BOA instead of MBOA)^35–37^, lucerne (*Medicago sativa*), oilseed rape (*Brassica napus*) and Arabidopsis; the latter three species do not produce benzoxazinoids. We found the highest proportion of AMPO-forming colonies on maize roots (~7.7%), followed by *Brassica* (~1%), *Triticum* (~0.5%), *Medicago* (~0.07%) and Arabidopsis (~0.002%; Fig. 1c). Together these findings indicate that AMPO formation is abundant in root microbiomes of maize and enriched by the presence of benzoxazinoids.

**Fig. 1:**
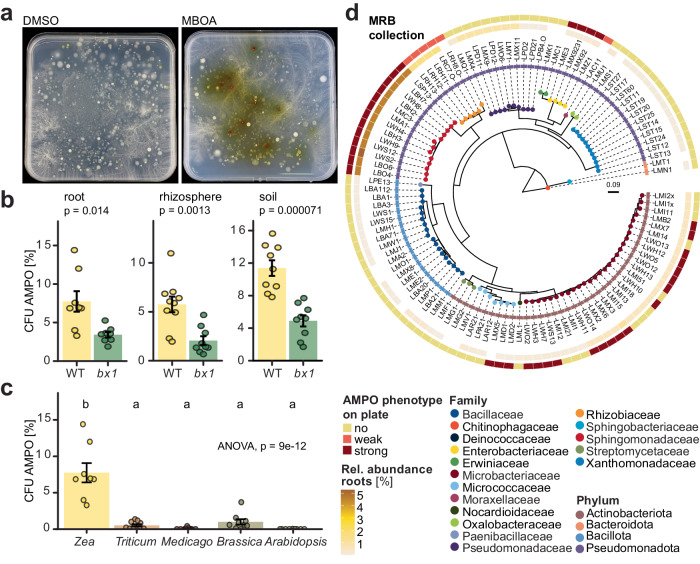
AMPO-forming bacteria are abundant on benzoxazinoid-exuding maize roots. **a**–**c** AMPO-forming colonies in extracts from different plant species. Root, rhizosphere or soil extracts were plated on 10% TSA supplemented with DMSO or MBOA (200 µg/mL) and cycloheximide to suppress fungal growth. Colonies were scored for AMPO formation after 10 days of incubation. **a** AMPO-forming colonies in maize root extracts. AMPO-forming colonies appear red on the MBOA-supplemented medium. **b** Percentage of total colony-forming units (CFU) that form AMPO on wild-type maize (WT) or benzoxazinoid-deficient *bx1* mutant roots, in the rhizosphere and soil. Means ± standard error and individual data points are shown (WT *n* = 8, *bx1* *n* = 9). Results of two-tailed *t*-tests are shown inside the panels. **c** Percentage of AMPO-forming CFUs in root extracts of benzoxazinoid-producing *Zea mays* (maize), *Triticum aestivum* (wheat) and non-benzoxazinoid-producing *Medicago sativa* (lucerne), *Brassica napus* (oilseed rape) and *Arabidopsis thaliana*. Means ± SE and individual data points are shown (*n* = 10, except maize *n* = 8, see b) ANOVA and compact letter display of all pairwise comparisons (Significance-level: FDR-corrected *p* < 0.05) of estimated marginal means are shown. **d** Phylogenetic tree of the MRB strain collection. The inner ring is coloured according to the relative abundance (%) of the corresponding partial 16S rRNA gene sequence in the microbiome profile of maize roots, from which most of the isolates were obtained. The outer ring displays the phenotype of the strains on 100% TSA plates supplemented with MBOA (200 µg/mL). Strains were classified as strong AMPO-former based on a dark red colouring, weak AMPO-former for strains with a light red colour change or non-AMPO-former for strains not showing a colour change compared to the control. Tree tips are coloured by family taxonomy and the ring next to the strain IDs reports phylum taxonomy. The maximum likelihood phylogeny is based on partial 16S rRNA gene sequences.

### Several abundant maize root bacterial genera form AMPO

To test how widespread AMPO formation is among maize root bacteria, we screened the MRB collection^21^ by plating 110 strains on MBOA-containing agar plates. Based on the colony and surrounding media colour after 10 days incubation time, we classified the strains as non (no colour change compared to DMSO control plates), weak (light red colouration) or strong AMPO-formers (dark red colour; see Supplementary Fig. 3). We identified 43/110 strains, belonging to six genera from two phyla, with colour changes to light or dark red (Fig. 1d). Strong AMPO-formers were among the genera *Microbacterium* (17/28 strains tested) and *Pseudoarthrobacter* (3/3), *Sphingobium* (13/13) and *Enterobacter* (4/4). Weak AMPO-formers belonged to *Rhizobium* (5/6) and *Acinetobacter* (1/1). This visual identification of AMPO formation was confirmed by metabolite profiling in liquid cultures with MBOA (see below). Overall, we concluded that several genera among cultured maize root bacteria have the trait of AMPO formation.

To approximate the abundance of these cultured AMPO-forming bacteria in cultivation-independent data, we mapped the identified maize strains to published maize root microbiota datasets. First, potential AMPO-formers accounted for ~8% of the bacterial communities of the roots from which the MRB strains were isolated from^11^, with *Sphingobium* contributing the most (5.3%, strong AMPO-former), followed by *Rhizobium* (1.5%, weak), *Microbacterium* (1.1%, strong) and *Enterobacter* (0.15%, strong; Fig. 1d). Second, in maize root microbiota data from fields^9^, community abundances ranged from 2.9% (Changins, CH), to 7.5% (Aurora, US) and 12.0% (Reckenholz, CH; Supplementary Fig. 4). Despite phenotypic heterogeneity in AMPO formation among closely related strains (e.g., *Microbacterium*, Fig. 1d), this mapping analysis is consistent with the conclusion from cultivation-dependent analysis  (Fig. 1b) that AMPO formation is abundant in root microbiomes of maize.

### Strong MBOA-degraders are strong AMPO-formers

To chemically validate AMPO formation and to test whether maize root bacteria degrade MBOA without forming AMPO, we exposed a taxonomically broad set of 46 strains of the MRB collection in liquid cultures and quantified MBOA metabolisation using UPLC-MS. Again, we classified AMPO formation and MBOA degradation as strong, weak or no phenotypes (see “Methods” section and Supplementary Fig. 5a for cut-offs). To focus on AMPO formation and because the assay is semi-quantitative, we considered only bacteria with no or strong phenotypes. We identified 6 strains as strong MBOA-degraders (>90% degraded) and 8 strains as strong AMPO-formers, while most strains did not markedly degrade MBOA (30/46 strains) nor form AMPO (32/46; Fig. 2a). For some AMPO-formers also AAMPO was detected, which is a metabolisation product of AMPO. Of note, *Enterobacter* LME3 and *Paenarthrobacter* LAR21 form AMPO without a strong decrease in MBOA, suggesting the existence of multiple ways to form AMPO from MBOA. The liquid assay confirmed the AMPO-formers, previously classified on plates (Fig. 1a), and allowed to conclude that strong MBOA-degraders were strong AMPO-formers.

**Fig. 2:**
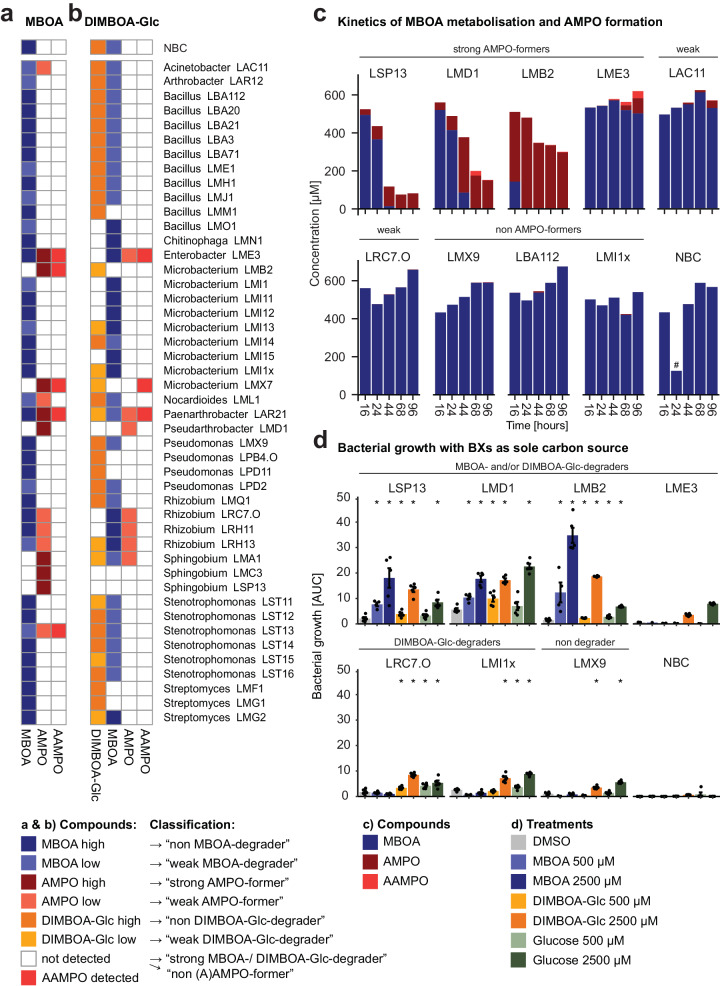
Metabolisation of benzoxazinoids and use as sole carbon source by maize root bacteria. **a**, **b** Heatmaps displaying qualitative detection of MBOA, DIMBOA-Glc and their metabolisation products for 46 maize root bacteria. Detected compounds and classifications are indicated in the legend. The corresponding metabolite analyses and classification cut-offs are shown in Supplementary Fig. 5. **a**–**c** Strains were grown in liquid 50% TSB supplemented with 500 µM of the respective chemical. “No bacteria control” NBC only contains the medium supplemented with the respective chemicals. **a** Detection of MBOA and its metabolisation products AMPO and AAMPO and **b** DIMBOA-Glc and its metabolisation products MBOA, AMPO and AAMPO. **c** Time course of MBOA metabolisation to AMPO and AAMPO for selected single strains: strong AMPO-formers *Sphingobium* LSP13, *Pseudoarthrobacter* LMD1, *Microbacterium* LMB2, *Enterobacter* LME3; weak AMPO-formers *Acinetobacter* LAC11 and *Rhizobium* LRC7.O; non-AMPO-formers *Pseudomonas* LMX9, *Bacillus* LBA112 and *Microbacterium* LMI1x. Metabolite measurements (*n* = 1) were made on pools of three independently grown cultures (#: sample with failed pooling). **d** Bacterial growth within 68 h (reported as the area under the growth curve, AUC) for selected strains in minimal medium supplemented with DMSO (negative control), glucose (positive control), MBOA and DIMBOA-Glc each in two concentrations (500 µM or 2500 µM). Means ± standard error and individual data points are shown (*n* = 5). Growth curves are available in Supplementary Fig. 6. Asterisks indicate significant differences between treatment and DMSO control (pairwise *t*-test, *P* < 0.05).

To characterise the kinetics of AMPO formation and MBOA degradation, we next performed a time series experiment with nine strains varying in these traits. These strains included four strong (*Sphingobium* LSP13, *Pseudoarthrobacter* LMD1, *Microbacterium* LMB2, and *Enterobacter* LME3) and two weak AMPO-formers (*Acinetobacter* LAC11 and *Rhizobium* LRC7.O) alongside three non-AMPO-formers (*Pseudomonas* LMX9, *Bacillus* LBA112 and *Microbacterium* LMI1x). Rapid AMPO formation was coupled with a strong decrease of MBOA (LSP13, LMD1 and LMB2) while low amounts of AMPO formed with time and without much decrease of MBOA (LME3 and LAC11; Fig. 2c). Neither MBOA degradation nor AMPO formation were detected in LRC7.O and the negative controls. Together with Fig. 2a these experiments indicate different ways for MBOA degradation: (i) MBOA can degrade to other products than AMPO, which we could not detect with our analytical method, (ii) MBOA is slowly degraded and little AMPO is slowly formed and, (iii) MBOA is rapidly and completely degraded resulting in rapid AMPO formation and potentially other non-detected products.

### Strong MBOA-degraders can also degrade DIMBOA-Glc

Since maize bacteria are not first exposed to MBOA on roots, we analysed the metabolisation of DIMBOA-Glc, the main benzoxazinoid exuded by maize roots^11^. DIMBOA-Glc is not commercially available and was purified from maize (traces of other co-purified benzoxazinoids, Supplementary Fig. 5b). Analogous to the above, we classified the strains and considered only the clear phenotypes (see “Methods” section and Supplementary Fig. 5c for cut-offs). We identified half of the strains as non-degraders and 12 strains as strong DIMBOA-Glc-degraders (>90% degraded; Fig. 2b). The DIMBOA-Glc-degraders generally accumulated MBOA in their cultures, while only for few strains AMPO and/or AAMPO was detected (Supplementary Fig. 5c). Importantly, strong MBOA-degraders were also degraders of DIMBOA-Glc, while some DIMBOA-Glc-degraders did not degrade MBOA, revealing that these two traits are not necessarily coupled in maize root bacteria.

### AMPO-formers can grow on MBOA as the sole carbon source

Chemically, the formation of AMPO requires the degradation of MBOA or earlier in the pathway the degradation of DIMBOA-Glc (Fig. 2a, b). Therefore, we tested whether DIMBOA-Glc and/or MBOA degrading strains could use these compounds as the sole carbon source and benefit in growth. We grew the same strains as above (Fig. 2c) in minimal media supplemented with either glucose, DIMBOA-Glc or MBOA at different concentrations. Most strains grew well in the positive control with glucose (Supplementary Fig. 6), except LAC11 and LBA112 that were then removed. The strong MBOA- and DIMBOA-Glc-degraders LSP13, LMD1, and LMB2 clearly had improved growth in the presence of both MBOA or DIMBOA-Glc (Fig. 2d). The other strainsdidn’t grow on the tested MBOA concentrations but partially benefitted at higher DIMBOA-Glc concentration possibly making use of the glucose moiety. Together, these results reveal that the capacities to degrade DIMBOA-Glc and MBOA are associated with growth benefits under carbon-limiting conditions.

### AMPO formation varies within microbacteria

To identify the genetic basis of AMPO formation, we required a bacterial genus that includes both AMPO-forming and non-AMPO-forming strains. To expand the number of genomes and phenotypes beyond the MRB collection^21^ (Fig. 1a), we also screened a selection of Arabidopsis bacteria of the AtSphere collection^38^ for AMPO formation on MBOA-containing plates (see “Methods” section and Supplementary results). None of the tested microbacteria from Arabidopsis could form AMPO (Supplementary Fig. 7) while many microbacteria from maize did (Fig. 1a). Thus, for further analysis we selected the genus *Microbacterium* and included all isolates from maize (*n* = 18) and Arabidopsis (*n* = 17), and additional four isolates from other plants that we had available in the laboratory (Supplementary Data 1; see “Methods” section). First, we confirmed this set of 39 microbacteria for AMPO formation using the plate assay and MBOA degradation and AMPO formation in liquid cultures (qualitative data in Fig. 3, quantitative metabolite data in Supplementary Fig. 8). MBOA was degraded and AMPO accumulated in cultures of most microbacteria classified as AMPO-formers in the plate assay. Even though AMPO formation was observed on the plate assay, no AMPO was detected in liquid cultures for three genomically similar strains (LTA6, LWH12, LWO13). The testing of MBOA metabolisation in liquid culture further uncovered four partially related strains (LWH10, LBN7, LWH11 and LWO12) that also accumulated HMPAA, an alternative degradation product of MBOA (Supplementary Fig. 1). Third, testing of DIMBOA-Glc metabolisation revealed that also non-AMPO-formers degraded DIMBOA-Glc and that most AMPO-forming strains were strong DIMBOA-Glc-degraders. An exception of the latter observation was a group of four genomically similar strains that formed AMPO following weak DIMBOA-Glc degradation (LM3X, LMB2, LMX7 and LWO14). Fourth, the 39 microbacteria were tested for growth in minimal media containing MBOA as the sole carbon source. AMPO-formers, except LWH11, grew on MBOA as the sole carbon source, corroborating that AMPO-forming strains have a growth benefit from this trait. Overall, the chemical validation provides a robust basis for comparative genomics of 16 AMPO-forming and 23 AMPO-negative *Microbacterium* strains.

**Fig. 3:**
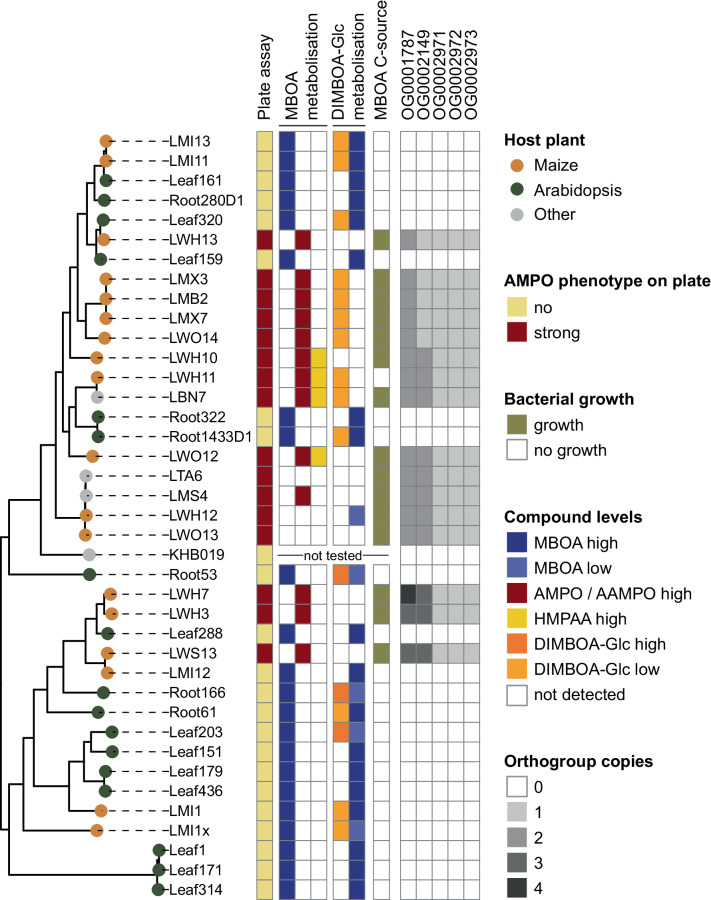
Phenotypic diversity of AMPO-formation in microbacteria. Phylogenetic tree constructed from whole genome alignment of 39 microbacteria. Tips are coloured by the host plant from which the strains were isolated. The column “plate assay” shows the AMPO classification (strong AMPO-former or non-AMPO-former) of the strains based on red colour formation on 100% TSA plates supplemented with MBOA (200 µg/mL). The adjacent columns display the classifications of metabolite analyses (MBOA, AMPO, HMPAA and DIMBOA-Glc) of liquid 50% TSB cultures supplemented with 500 µM MBOA (“MBOA metabolization”) or DIMBOA-Glc (“DIMBOA-Glc metabolization”) after 68 h. The column “MBOA C-source” refers to the assay where the strains were grown in minimal medium supplemented with 500 µM MBOA as a sole carbon source (based on mean results of 12 independent replicates grown in two independent runs). Columns “OG000xxxx” report copy numbers of gene orthogroups (Supplementary Data 2) that are unique and specific to AMPO-formers.

### Identification of a gene cluster for AMPO formation in microbacteria

To identify candidate genes for AMPO formation, we used the AMPO-phenotype of the plate assay and combined three comparative genomic approaches. First, we compared the 39 genomes using OrthoFinder^39^ and identified five orthogroups unique and specific to AMPO-forming strains (Fig. 3). While the orthogroups OG0002971, OG0002972, and OG0002973 contained single copy genes, OG0002149 and OG0001787 were present in varying copy numbers (Supplementary Data 2). Second, we screened the 39 genomes for short sequence strings associating with AMPO formation using a custom kmer approach (see “Methods” section). We identified 17 genes in *Microbacterium* LMB2 that contained high-scoring kmers in AMPO-formers (score ≥ 7 across all genomes) and showed significant associations (Fisher’s exact test, *p* < 0.05) with the phenotype (Supplementary Data 3). 

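*Microbacterium* LMB2 was grown for 16 h at 28 °C in 50% TSB with 500 µM MBOA or with the solvent DMSO, and 6 wells were pooled for each RNA sample. RNA of 5 MBOA-treated and 5 DMSO-treated cultures was depleted of ribosomal RNA and sequenced as stranded paired-end libraries. The authors mapped the reads with HISAT2, counted them per gene with featureCounts and compared the groups with DESeq2. The deposited table holds raw counts of reads per gene in MBOA replicates 1, 2, 3, 5 and 7 and in DMSO replicates 1, 2, 4, 5 and 6. These counts summed to 9.68e6 to 11.3e6 per DMSO library and to 9.11e6 to 11.6e6 per MBOA library. A single gene, LMB2_003722, took 70.0% of all counts, so that 1.31e6 to 1.93e6 counts per DMSO library and 1.51e6 to 4.13e6 per MBOA library were left outside the 5 genes with the most counts.
From the counts, the groups were compared with edgeR's quasi-likelihood test on the 3723 genes that passed its filter on low counts, with TMM normalization and Benjamini-Hochberg adjusted p-values, and with DESeq2 as an alternative. The gene numbers of the table differ from the locus numbers of the paper. They were paired by the DESeq2 values of each gene and by gene order with the part of Supplementary Data 4 that could be read, which gave 1810 pairs for 90.5% of these rows, and 0 pairs after the row order was shuffled. The *bxd* cluster lies beyond those rows, and LMB2_002997 to LMB2_003011 was the only 1 of 7422 runs of 15 consecutive genes whose log2 fold changes all lay within 0.1 of those of Supplementary Table 1. Because the pairing uses the paper's own values, the likeness of the fold changes to the paper's is no independent evidence. The MBOA libraries did not form a single group. The first principal component of log2 CPM held 86.5% of the variance and set MBOA replicates 5 and 7 apart, at 57.2 and 84.6, from the DMSO libraries, at -20.2 to -5.72, and from MBOA replicates 1, 2 and 3.

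**Figure D1:**
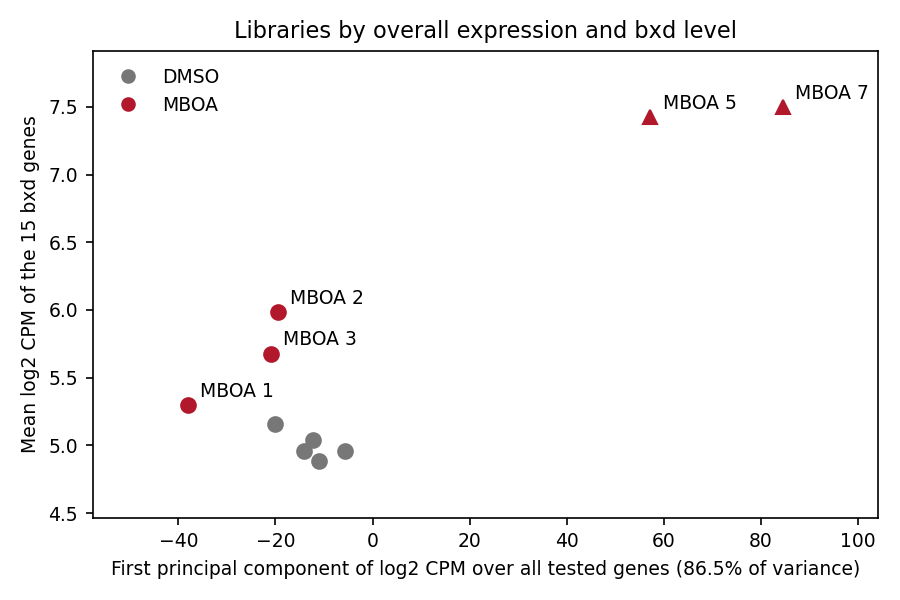
Each point is a library, placed by the first principal component of log2 CPM over all tested genes (x axis, no unit) and by the mean log2 CPM of the 15 *bxd* genes (y axis), in grey for DMSO and red for MBOA, with triangles for MBOA replicates 5 and 7. MBOA replicates 5 and 7 lie at 57.2 and 84.6 on the x axis, and MBOA replicate 1 lies farthest to the other side, at -38.1.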

Third, we analysed the transcriptional response of the AMPO-forming *Microbacterium* LMB2 to MBOA (see “Methods” section, Supplementary Fig. 9). 

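By edgeR's quasi-likelihood test, fixed before the data were examined, 0 of 3723 genes were called higher with MBOA and 0 lower, with a smallest adjusted p of 0.27. At an unadjusted p below 0.05 it had 259 genes higher and 51 lower. DESeq2 called 102 genes higher and 8 lower, 2.95% of all genes, and limma's voom with quality weights called 294 higher and 534 lower. Among the genes called by DESeq2 were 3 neighbouring redox genes. The superoxide dismutase gene LMB2_000732 (MRBLMB2_001007), whose product removes superoxide, had a log2 fold change of 3.55 (standard error 0.64, adjusted p = 7.5e-05 from DESeq2's Wald test). Next to it, a flavin reductase family gene (LMB2_000731) had a log2 fold change of 1.26 (standard error 0.31, adjusted p = 0.0061 from DESeq2) and a ferredoxin family gene (LMB2_000730) had 1.38 (standard error 0.29, adjusted p = 0.0015 from DESeq2). These genes and the list members below were chosen after their values were seen. Of 13 genes for monooxygenases and their flavin partners, DESeq2 called 3 higher and 0 lower, among them a nitroreductase family gene (LMB2_002737, log2 fold change 1.01, standard error 0.27). Of 12 oxidative stress genes, it called 2 higher, superoxide dismutase and a glutaredoxin family gene (LMB2_000881, log2 fold change 1.32, standard error 0.41). Of 16 genes for iron and heme uptake, 2 were called higher, a siderophore-binding protein of an ABC transporter (LMB2_000261, log2 fold change 1.20, standard error 0.35) and a heme oxygenase (LMB2_000136, log2 fold change 1.31, standard error 0.42). Of 14 genes for aromatic ring degradation, 2 were called higher. These were a phenylacetyl-CoA epoxidase subunit A gene (LMB2_001365, log2 fold change 2.08, standard error 0.60) and a carboxymuconolactone decarboxylase family gene (LMB2_000225, log2 fold change 0.83, standard error 0.24). Adjusted over the list alone, edgeR called 3 monooxygenase and flavin partner genes, 1 oxidative stress gene, 0 iron and heme uptake genes and 1 aromatic ring degradation gene higher, and 0 lower in any of these lists.
The median difference of the 12 oxidative stress genes from DMSO was 1.51 in MBOA replicates 5 and 7 and -0.02 in MBOA replicates 1, 2 and 3, on the log2 scale. Without MBOA replicates 5 and 7, a setting chosen after the data were seen, edgeR called 246 genes higher and 597 lower. Of the genes above, edgeR then did not call the glutaredoxin gene, with a log2 fold change of 0.36 (adjusted p = 0.20), or the heme oxygenase gene, with 0.30 (adjusted p = 0.11). Nor did it call the epoxidase subunit gene, with 0.57 (adjusted p = 0.13). It called superoxide dismutase at 1.95 (adjusted p = 0.0010) and the siderophore-binding protein gene at 0.44 (adjusted p = 0.014). Of the 14 aromatic ring degradation genes, it called 1 higher and 1 lower in this setting. Without MBOA replicate 1 edgeR called 3 genes higher, LMB2_000730, LMB2_000732 and a radical SAM protein gene (LMB2_000815).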

The transcriptome analysis revealed 2.9% of genes being differentially regulated (108 genes) with 7 down- and 101 upregulated (Supplementary Data 4).

In summary, the orthogroup method identified 6 candidate genes (Fig. 4, Supplementary Table 1, Supplementary Data 2), the kmer approach resulted in 17 candidate genes (Supplementary Data 3) and the transcriptome analysis found 108 candidate genes in *Microbacterium* LMB2 (Supplementary Fig. 9, Supplementary Data 4). 

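Among the candidates of the genome comparisons, DESeq2 with all libraries called genes of the *bxd* cluster higher with MBOA, and no paired kmer gene outside it. The 3 genes found by both genome comparisons had log2 fold changes from edgeR of 1.06 for *bxdE*, 1.51 for *bxdF* and 2.23 for *bxdL*. These encode a thiamine pyrophosphate-dependent enzyme, a subunit of a 2-oxo acid dehydrogenase and an M24 family metalloproteinase. By DESeq2, 8 of 13 paired kmer genes were called higher, with 1 gene left out of its adjustment and counted as not called (*bxdA*, *bxdC*, *bxdD*, *bxdE*, *bxdF*, *bxdI*, *bxdJ* and *bxdL*; two-sided Fisher's exact test against all other genes, p = 2.8e-10). All 6 orthogroup genes were called higher by DESeq2 as well (*bxdB*, *bxdE*, *bxdF*, *bxdK*, *bxdL* and *bxdN*; Fisher's exact test, p = 3.6e-10). The 5 kmer genes outside the cluster had log2 fold changes of -0.21 to 0.12 (adjusted p = 0.87 to 0.91, edgeR's quasi-likelihood test). These are MRBLMB2_000341, MRBLMB2_000891, MRBLMB2_001827, MRBLMB2_001857 and MRBLMB2_001858. Their fold changes average over unlike MBOA libraries. The mean difference of the 5 genes from DMSO was -0.94 in MBOA replicates 5 and 7 and 0.16 in MBOA replicates 1, 2 and 3, on the log2 scale. MRBLMB2_000891 went the other way, and MRBLMB2_001827 was below DMSO in both sets. The direction of MRBLMB2_001857 and MRBLMB2_001858 depended on the fit. Both were called lower with 1 surrogate variable (adjusted p = 0.0065 and 0.033) and higher by DESeq2 without MBOA replicates 5 and 7, a setting chosen after the data were seen (adjusted p = 0.020 and 0.042). Both candidate lists come from genome sequences and not from these libraries.
After adjustment over all genes, edgeR called 0 of 13 paired kmer genes and 0 of 6 orthogroup genes higher, with 8 and 6 higher and 0 lower at an unadjusted p below 0.05. Adjusted over the list alone, it called 8 kmer genes and 6 orthogroup genes higher. The other 4 of the 17 kmer genes, all outside the cluster, could not be paired with a gene of the deposited table and are left out. Cluster genes could be paired through Supplementary Table 1, which lists no gene outside the cluster. The share of 8 in 13 and its Fisher's test may therefore overstate the overlap. The paper counts 8 of its 17 kmer genes as found by RNA-seq too. Fisher's test takes genes as independent, although most of these candidates are neighbours in 1 cluster.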

Three genes were identified with all three approaches, eight genes by the kmer and the RNAseq approach, and six genes by the orthogroup and the RNAseq approach (Fig. 4a). We selected the LMB2 genome as a reference because this strain was used also for the transcriptome analysis. 

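Higher transcript levels with MBOA set the 15 genes LMB2_002997 to LMB2_003011 apart from their neighbours on both sides. Their mean difference between MBOA and DMSO was 1.38 on the log2 scale, the highest of 3681 runs of 15 consecutive genes. The highest run that did not overlap the cluster had a mean difference of 0.69, and the median of all runs was -0.12. The 15 genes on each side of the cluster had a mean log2 CPM of 4.11 ± 0.79 (SD, n = 5) with MBOA and of 4.50 ± 0.14 (SD, n = 5) with DMSO, which did not pass a test (difference -0.39, two-sided exact permutation test, p = 0.40). The gene before *bxdA* (LMB2_002996) had a log2 fold change of -0.50 and the gene after *bxdO* (LMB2_003012) of -0.18 (adjusted p = 0.87 for each, edgeR's quasi-likelihood test). By DESeq2 the longest run of adjacent genes called higher held 7 genes, *bxdA* to *bxdG* (permutation test of gene positions, p = 1e-05, the smallest that 100000 shuffles can give). The shuffle takes genes as independent, although neighbouring genes can share a transcript, so it is a weak comparison. DESeq2 also called 2 of the 30 flanking genes higher, LMB2_003019 (log2 fold change 0.75) and LMB2_003020 (log2 fold change 1.64), chosen after their values were seen.
By edgeR no gene was called, so the longest run was 0. The 15 genes were partly chosen by the study from these libraries, so their rank among runs is not independent of that choice.

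**Figure D2:**
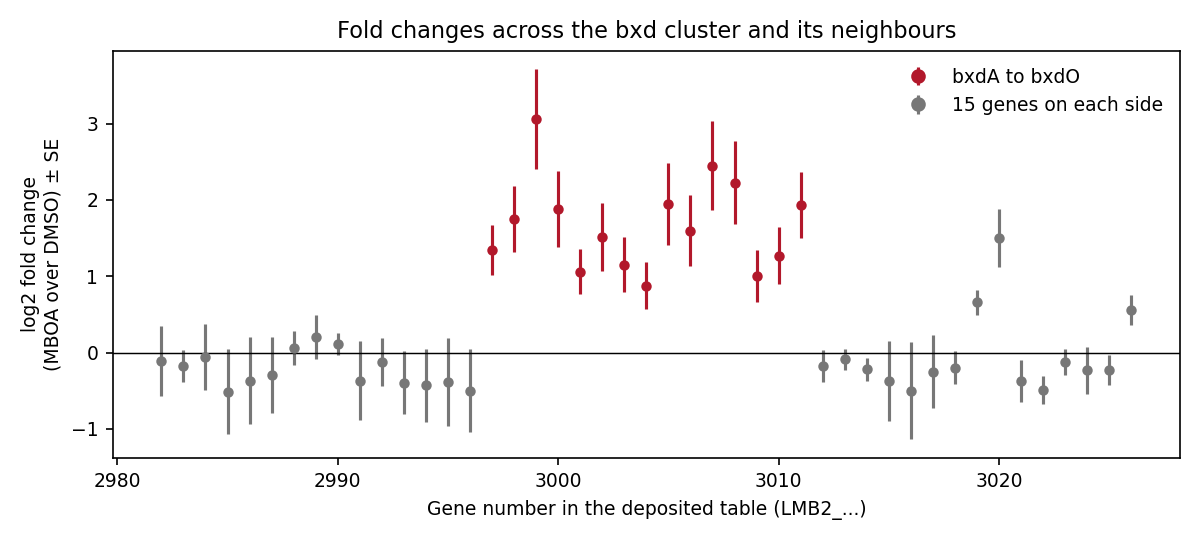
Each point is the log2 fold change of a gene (MBOA over DMSO, edgeR, y axis) with its standard error as a bar, in the order of gene numbers in the deposited table (x axis), in red for *bxdA* to *bxdO* and in grey for 15 genes on each side. The *bxd* genes lie between 0.88 and 3.06, and the genes next to both ends lie at -0.50 and -0.18.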

Mapping the resulting candidates to the genome of LMB2 revealed 15 genes that were located adjacently, pointing to a gene cluster for AMPO formation (Fig. 4b). This gene cluster contained all six genes of the orthogroup analysis and all eight genes detected by the kmer and the RNAseq approach. Transcripts of the entire gene cluster were significantly upregulated in the presence of MBOA, corroborating an active role in MBOA degradation and AMPO formation (Supplementary Fig. 9). 

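All 15 *bxd* genes had higher mean transcript levels with MBOA, with log2 fold changes from 0.88 to 3.06 and a median of 1.60. The mean log2 CPM of the cluster was 6.38 ± 1.02 (SD, n = 5) with MBOA and 5.00 ± 0.10 (SD, n = 5) with DMSO, and every MBOA library lay above every DMSO library. The difference of 1.38 passed a two-sided exact permutation test (p = 0.0079, the smallest that 5 libraries against 5 allow). In 11 of the 15 genes all 5 MBOA libraries lay above all 5 DMSO libraries. The same held for 87 of all tested genes, and for 36 every MBOA library lay below every DMSO library. Chance gives 14.8 in each direction on average over groupings. Because genes vary together in these libraries, counts far from that average can arise by chance, and the excess was not tested. After TMM scaling, the mean of the cluster in MBOA replicates 5 and 7 was 5.50-fold that of the DMSO libraries. In MBOA replicates 1, 2 and 3 it was 1.57-fold. These sizes depend on the TMM factors, and a lower factor raises the CPM of a library. The factors were 3.59, 1.16 and 1.48 for MBOA replicates 1, 2 and 3 and 0.49 and 0.43 for replicates 5 and 7. Those of the DMSO libraries were 0.80 to 1.11. The gap between the cultures is therefore not independent of the scaling. MBOA replicates 5 and 7 also stood apart over all genes.
As a set, the cluster rose with MBOA (limma's fry, which tests whether the genes move on balance in 1 direction, p = 0.028; camera, p = 1.0e-23 with a preset correlation and p = 0.022 with an estimated correlation). Camera's preset correlation of 0.01 lies far below the correlation of 0.97 estimated for these 15 genes. The result with the preset correlation thus treats nearly identical profiles as almost independent and is no evidence for the set. Taken singly, 0 of the 15 genes were called by edgeR's quasi-likelihood test over all genes (adjusted p = 0.27 to 0.40), and 15 were higher at an unadjusted p below 0.05. DESeq2 called 13 and voom with quality weights 14. Adjusted over the list alone, edgeR called 15, which is not independent evidence because the study chose the cluster partly from these libraries. The same limit holds for the tests of the cluster mean and of the set. Fry's p rose to between 0.052 and 0.059 without any 1 of DMSO replicates 1, 4 or 5 or MBOA replicates 5 or 7. Without MBOA replicates 5 and 7 together, a setting chosen after the data were seen, the difference of the cluster mean was 0.63 (two-sided exact permutation test, p = 0.018) and edgeR called 12 of the 15 genes higher, while camera with an estimated correlation no longer passed (p = 0.092). The paper takes the upregulation of the cluster as support for an active role in the degradation of MBOA and the formation of AMPO, beside the genome comparisons. For *bxdA* it also tested the purified enzyme in vitro and a *Sphingobium* mutant that lacks the homologous genes.

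**Figure D3:**
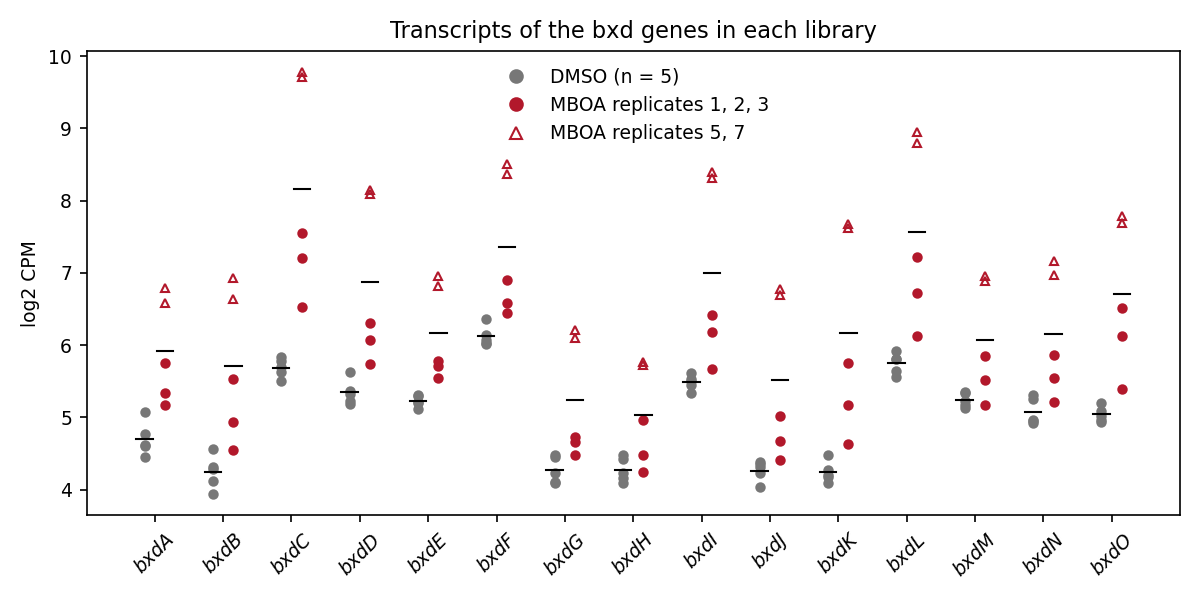
Points are the log2 CPM (y axis) of each *bxd* gene (x axis) in each library, in grey for DMSO and red for MBOA, with triangles for MBOA replicates 5 and 7 and black bars for the mean of each group. For 11 of the 15 genes every MBOA library lies above every DMSO library, and MBOA replicates 5 and 7 lie highest for each gene.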

We termed this cluster *b*enzo*x*azinoid *d*egradation and named the 15 genes in sequence *bxdA* to *bxdO*. 

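Fold changes within the cluster ranged widely and overlapped between genes for enzymes and for regulators within their standard errors. The acyl-CoA dehydrogenase gene *bxdC* had the largest log2 fold change, 3.06 (standard error 0.66), followed by the RidA family gene *bxdK* with 2.45 (standard error 0.58). The NADPH-dependent F420 reductase gene *bxdO* had a log2 fold change of 1.94 (standard error 0.43) and the aldehyde dehydrogenase gene *bxdD* one of 1.89 (standard error 0.50). Transcripts of *bxdA*, which encodes an N-acyl homoserine lactonase family protein, were at 26.2 ± 4.58 CPM (SD, n = 5) with DMSO and 67.0 ± 33.7 CPM (SD, n = 5) with MBOA, a log2 fold change of 1.35 (standard error 0.33). Sizes and ranks depended on MBOA replicates 5 and 7. Without them, a setting chosen after the data were seen, *bxdC* was still highest at 1.44, but *bxdK* at 0.97 lay below *bxdO* at 1.01. In that setting *bxdA* was at 0.69. The GntR family regulator gene *bxdH* and the LacI family regulator gene *bxdM* had the smallest log2 fold changes, 0.88 (standard error 0.30) and 1.01 (standard error 0.34), but the enzyme genes *bxdE* at 1.06 (standard error 0.30), *bxdG* at 1.15 (standard error 0.36) and *bxdN* at 1.27 (standard error 0.38) lay within 1 standard error of *bxdM*. Over all genes, none of these 10 genes passed edgeR's quasi-likelihood test (adjusted p = 0.27 to 0.40), although all had an unadjusted p below 0.05. DESeq2 called these enzyme genes and neither regulator gene (adjusted p = 0.079 for *bxdH* and 0.073 for *bxdM*). The differences between genes of the cluster were not tested. The overlap of their standard errors cannot decide them, because the spread of the same libraries enters each standard error.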

The *bxd* gene cluster encodes 13 enzymes and two transcriptional regulators (Supplementary Table 1).

**Fig. 4:**
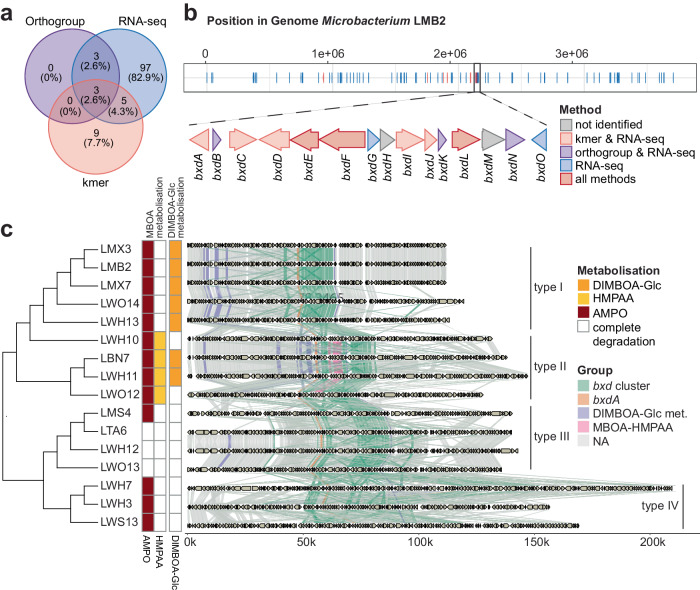
*Bxd* gene cluster in microbacteria. **a** Overlap of candidate genes for AMPO formation identified by three approaches: orthogroups, kmers and RNAseq. **b** Position of identified candidate genes in the genome of *Microbacterium* LMB2. A zoom-in of the benzoxazinoid degradation (*bxd*) gene cluster, annotated with its gene architecture including all genes named *bxdA* to *bxdO* is shown. **c** Synteny plot of the genomic region across microbacteria samples where the *bxd* gene cluster is found. The gene cluster can be categorized into four types (type I, type II, type III and type IV) based on their gene order, gene content and chemical phenotype.

To further compare the *bxd* gene clusters, we performed in-depth analysis of closed long-read genomes of all AMPO-forming microbacteria. High-resolution alignments revealed four types of cluster architectures (Fig. 4c). These clusters partially agreed with the different metabolisation phenotypes of the strains (Fig. 3). Interestingly, cluster type II contained five additional genes in the *bxd* gene cluster was found in four strains (LWH10, LWH11, LBN7, LWO12), that uniquely formed HMPAA besides accumulating AMPO. This fine-grained genome analysis suggests multiple variants of the *bxd* gene cluster, possibly representing multiple metabolic pathways of benzoxazinoid degradation in microbacteria.

### BxdA converts MBOA to AMPO in vitro

To identify the gene(s) responsible for MBOA breakdown and AMPO formation, we heterologously expressed four candidate genes in *E. coli*. We selected *bxdA*, *bxdD*, *bxd*G, and *bxdN* based on the functional annotation of their proteins as N-acyl homoserine lactonase family protein (BxdA), aldehyde dehydrogenase family protein (BxdD), VOC family protein (BxdG), and NAD(P)-dependent oxidoreductase (BxdN). While neither purified BxdD, BxdG and BxdN nor the empty vector control showed MBOA degrading activity (Supplementary Fig. 10), purified BxdA degraded MBOA and led to the accumulation of AMPO (Fig. 5a). Hence, the *Microbacterium* gene *bxdA* encodes a ~34 kDa protein, annotated as an N-acyl homoserine lactonase family protein, that has in vitro activity to degrade MBOA and form AMPO.

**Fig. 5:**
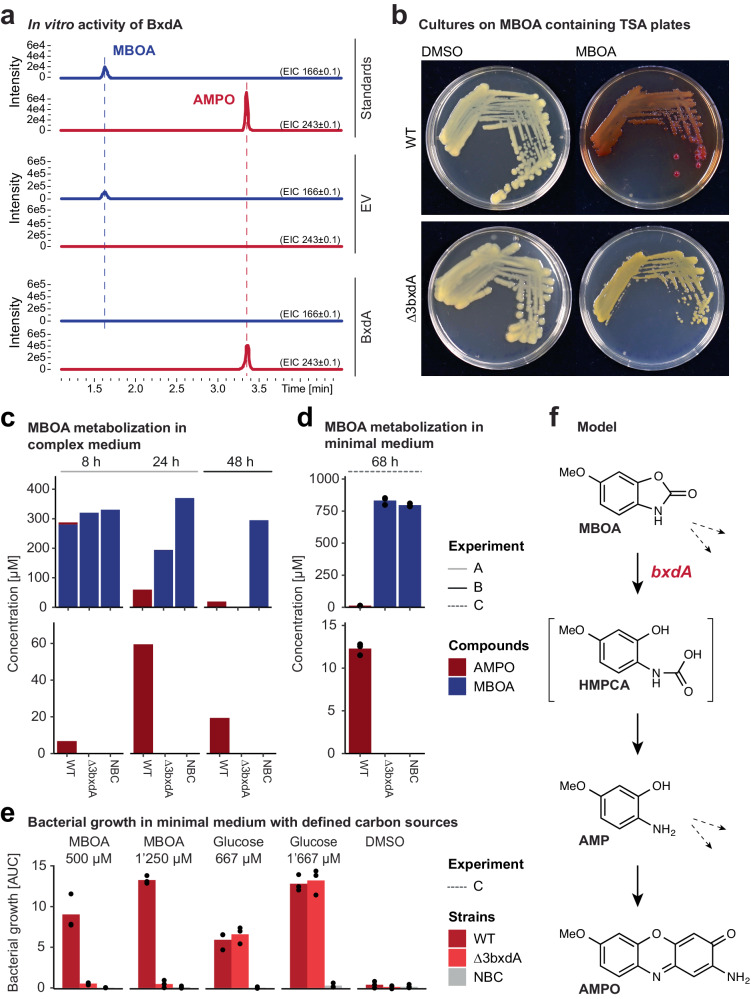
BxdA converts MBOA to AMPO. **a** In vitro activity of purified recombinant BxdA (from LMB2) with the substrate MBOA. Extracted ion chromatograms (EIC, HPLC-MS analysis in positive mode) for MBOA and AMPO are shown. An empty vector (EV) control and MBOA and AMPO standards were included. **b**–**e** Characterization of *Sphingobium* LSP13 Δ3bxdA mutant lacking the three *bxdA* homologs. **b** Photograph of LSP13 wild-type (WT) and the Δ3bxdA mutant cultivated for 10 days on 100% TSA supplemented with 200 µg/mL MBOA or DMSO. **c** MBOA metabolisation to AMPO over time in 50% TSB supplemented with 500 µM MBOA. The 8 and 24 h timepoints (measurements (*n* = 1) were pools of three independently grown cultures) and the 48 h timepoints (measurements (*n* = 3) were biological replicates) come from different experiments. **d** MBOA metabolisation to AMPO in minimal medium supplemented with 500 µM MBOA. Means and individual data points are shown (*n* = 3). **e** Bacterial growth within 94 h (reported as the area under the growth curve, AUC) in minimal medium supplemented with DMSO (negative control), glucose (positive control) and MBOA (500 µM or 1250 µM). Means and individual data points of three biological replicates are shown (*n* = 3). Growth curves are available in Supplementary Fig. 11. **f** Proposed reaction sequence from MBOA to AMPO catalysed by BxdA. The dashed arrows refer to possible alternative MBOA degradation pathways. The potential intermediate HMPCA ((2-hydroxy-4-methoxyphenyl)carbamic acid) is proposed but was not confirmed experimentally.

### *Sphingobium* mutant ∆3bxdA lacks AMPO formation

Complementary to in vitro confirmation, we aimed at confirming the function of BxdA in vivo. Because microbacteria are genetically not amenable, we searched BxdA homologues in the strong AMPO-former *Sphingobium* LSP13. A protein blast search revealed three homologues in this strain with similarities to LMB2 BxdA ranging from 62–66% (MRBLSP13_002227, MRBLSP13_002921 and MRBLSP13_003006). We created a markerless triple deletion mutant (see “Methods” section), hereafter called ∆3bxdA, and tested it for AMPO formation. No colour change to red was observed for ∆3bxdA on MBOA-containing plates suggesting that the mutant fails to form AMPO (Fig. 5b). Also, in complex liquid media, ∆3bxdA did not form detectable levels of AMPO (Fig. 5c). However, the triple mutant could still degrade MBOA in complex medium albeit slower compared to the LSP13 wild-type strain. Thus, we wondered whether BxdA was required for growth on MBOA as the sole carbon source. Unlike the wild-type, the mutant ∆3bxdA failed to degrade MBOA (Fig. 5d) and was severely impaired in growth in minimal medium with MBOA as a sole carbon source (Fig. 5e, Supplementary Fig. 11a). These experiments reveal that BxdA is required for degradation of MBOA and AMPO formation in vivo. Furthermore, the slow degradation of MBOA by ∆3bxdA in complex medium indicates that *Sphingobium* LSP13 possesses another, BxdA-independent degradation pathway of MBOA that does not lead to the accumulation of AMPO. We propose that BxdA functions as a lactonase, opening the lactone moiety of MBOA to form 2-amino-5-methoxyphenol (AMP) via the corresponding carbamate (HMPCA) as potential intermediate and two molecules of AMP then react to AMPO (Fig. 5f). We expanded these findings of MBOA to apply largely to the non-methoxylated BX analogues BOA and APO, too (Supplementary Fig. 11, see Supplementary Results). Taken together the results demonstrate that BxdA degrades MBOA and AMPO is formed not only in the microbacteria belonging to the Actinobacteriota but also in another phylum, the Pseudomonadata, namely the strain *Sphingobium* LSP13.

### Homology searches: BxdA is present in AMPO-forming maize root bacteria

After identification of the *bxdA* gene encoding the N-acyl homoserine lactonase enzyme that is required for AMPO formation in *Microbacterium* LMB2 and *Sphingobium* LSP13, we investigated how widespread and similar this gene is in other bacterial genomes. We assessed the *bxdA* sequence of the strain LMB2 (MRBLMB2_002078) in the genomes of the other *Microbacterium* spp. used in this study, in the available genomes of the other strains of the MRB collection^21^, and in publicly available bacterial genomes (see “Methods” section). To identify homologues, we blasted the amino acid sequence and quantified their similarities.

Among the microbacteria tested in this study, all AMPO-forming strains possessed homologous BxdA proteins with high sequence similarities ranging from 76.3–100% (Supplementary Fig. 12a). The corresponding protein was missing in AMPO-negative strains, or the best hits showed low similarity (<25%). Among other strains of the MRB collection, homologues of the lactonase BxdA were missing or had low sequence similarity (<25%) in most non-AMPO-forming strains (Supplementary Fig. 12b). Consistent with the AMPO-forming phenotype, we found BxdA homologues with higher similarities in *Pseudoarthrobacter* LMD1 and *Sphingobium* LSP13, LMA1 and LMC3. The gene variants of *Pseudoarthrobacter* and *Sphingobium* (the 3 gene copies) showed amino acid sequence similarities of 78.9% and 58.9–64.9%, respectively. In *Pseudoarthrobacter* the *bxd* gene cluster is present in a similar organization as cluster type I in LMB2. This genotype is consistent with the chemical phenotype of *Pseudoarthrobacter* LMD1 with rapid MBOA degradation and AMPO formation (Fig. 2c). Hence, BxdA homologues of confirmed AMPO-forming strains have ~60% or higher amino acid sequence similarity.

Third, we searched BxdA homologues among the publicly available genomes of IMG^40^. Out of 123,000 genomes from isolates, we found *bxdA*-like genes in 462 genomes but only 28 had similarities >60% (amino acid sequence; Supplementary Fig. 12c, Supplementary Data 5). Most of these homologues were in genomes of bacteria isolated from plant and soil environments. *BxdA* genes were identified in bacteria of the Micrococcaceae family (an *Arthrobacter*), *Microbacterium* isolates and a *Sphingobium* isolate. We also identified *bxdA*-like genes in *Burkholderia* or different *Pseudomonas* isolates. Most of these taxa reflect the lineages that we confirmed to form AMPO with our isolate collection approach (Fig. 1a).

Finally, we compared BxdA from *Microbacterium* LMB2 with proteins previously reported to act in the metabolisation of benzoxazinoids. For instance, the metal-dependent hydrolase CbaA was identified in the bacterium *Pigmentiphaga*, an enzyme catalysing the degradation of a derivate of a benzoxazinoid to the corresponding aminophenoxazinone^33^. The metallo-ß-lactamases (mbl) of the fungus *Fusarium pseudograminearum* were found to degrade a benzoxazinoid^41^. BxdA only shared low 42.6% and 30.1% sequence similarity to CbaA and Mbl, respectively. Substrate specificities of BxdA, CbaA and Mbl, need to be investigated.

In summary, BxdA homologues are present in AMPO-forming strains. The high sequence similarity and the restricted presence in a few families indicate that this protein is rare and points to the specific association of BxdA-carrying bacteria with maize and the importance of BxdA for AMPO formation.

## Discussion

Plants recruit distinct root microbial communities from the soil by exuding bioactive specialised metabolites^5^. Thus, they shape species-specific microbiomes^5^, but the mechanisms are not well understood. Here, we show that many maize root bacteria can metabolise host-exuded benzoxazinoids, the main specialised metabolites of maize. This trait is specific to native root bacteria from maize and is present among various genera and abundant members of the root microbiome. Metabolisation of benzoxazinoids was rare in root microbiomes of plants that do not produce benzoxazinoids, such as Arabidopsis, Brassica and Medicago (Fig. 1c). Maize bacteria benefitted from metabolising MBOA by using it as carbon source in nutrient limiting conditions. Of the different known chemical routes to degrade MBOA (Supplementary Fig. 1), we have identified BxdA, which encodes a putative lactonase enzyme required to convert the benzoxazinoid MBOA to the aminophenoxazinone AMPO. Through BxdA, maize root bacteria can metabolise the host-specific benzoxazinoids of maize. Below, we discuss the metabolisation of host-specific compounds, the biochemistry of BxdA, and the biological context of these findings.

Root microbes metabolise specialised plant metabolites. For example, Arabidopsis root colonizing *Pseudomonas* metabolises triterpenes^30^ and tomato root colonizing *Sphingobium* degrades tomatine^8^. Several soil microbes convert benzoxazinoids to various benzoxazinoid derivates^17,42^. Here, we characterised maize root bacteria that metabolise the dominant benzoxazinoid in the maize rhizosphere, MBOA to AMPO. We found AMPO-forming bacteria as abundant colonizers of maize roots (~7.7% of cultured root bacteria, Fig. 1b). AMPO formation was found in several genera of maize root bacteria belonging to the phyla Actinobacteriota (*Microbacterium* and *Pseudoarthrobacter*) and Pseudomonadata (*Sphingobium, Enterobacter, Rhizobium, Acinetobacter*; Fig. 1d). Compared to bacteria isolated from Arabidopsis^38^, more maize bacteria^21^ formed AMPO (Fig. 1d, Supplementary Fig. 7a), corroborating the results from the plating of root extracts where no AMPO-forming bacteria were detected in Arabidopsis root extracts. Metabolite profiling of *Microbacterium* spp. from maize and Arabidopsis revealed that only maize-derived isolates metabolised benzoxazinoids (Fig. 3), and genomic comparisons uncovered the *bxd* gene cluster, which was only present in AMPO-forming isolates (Fig. 4). The key gene *bxdA* was also present in other MBOA-metabolising maize bacteria but not in Arabidopsis-derived bacteria (Supplementary Fig. 12), which suggests metabolic adaptation of maize root bacteria to host-specialised metabolites at the genomic level.

In line with this, roots of benzoxazinoid-deficient *bx1* mutants harboured 50% less AMPO-forming bacteria, highlighting a direct link between benzoxazinoid exudation from maize and bacterial MBOA metabolisation (Fig. 1b). Benzoxazinoid-metabolising bacteria were also enriched in the maize rhizosphere compared to root extracts of different plant species (Fig. 1c). The finding that AMPO-forming bacteria were less abundant in the wheat root microbiomes is consistent with the MBOA levels in the rhizosphere of the wheat variety tested. More than 10x less MBOA (~5 ng/mL) was found in the rhizosphere of this wheat variety compared to maize (~60 ng/mL)^43^. It is probable that lower levels of MBOA in the rhizosphere of this wheat line resulted in a much weaker selection of AMPO-formers.

To investigate benzoxazinoid metabolisation, we focused on maize root bacteria metabolizing MBOA, the most abundant^11^ and most selective^21^ benzoxazinoid in the maize rhizosphere. The phenotypic and genomic screening of maize- and Arabidopsis-derived microbacteria (Fig. 3) permitted the identification of BxdA. Gene homologues were only found in AMPO-forming *Pseudoarthrobacter* and *Sphingobium* strains from maize but not in Arabidopsis bacteria (Supplementary Fig. 12). We detected weak similarity (<43% amino acid level) with known enzymes such as CbaA^33^ or MBL^41^, both involved in metabolisation of benzoxazinoids through aminophenol intermediates. Thus, the lactonase BxdA represents a key enzyme for benzoxazinoid metabolisation pointing to a highly specific adaption restricted to root microbiome members of benzoxazinoid-producing plants.

We confirmed that BxdA is sufficient to catalyse the metabolisation of MBOA to AMPO in vitro and that BxdA is required for AMPO formation by *Sphingobium* LSP13 in vivo (Fig. 5). The biochemistry of BxdA is consistent with its annotation as a lactonase that hydrolyses the ester bond of a lactone ring^44^. With MBOA as a substrate, this reaction yields AMP that spontaneously dimerizes to AMPO in the presence of oxygen^26^ (Fig. 5f). Lactonases occur in various bacteria^45^ and typically degrade N-acyl homoserine lactones, which are signalling metabolites of bacterial quorum sensing^46^. This supposedly similar biochemical function opens a range of follow-up questions, including on the evolutionary origin of BxdA or its impact on quorum sensing that warrant further investigation. Beyond *bxdA*, the role and contributions of the other genes in the *bxd* gene cluster to BX metabolisation remain to be uncovered.

Metabolisation of specialised metabolites has multiple biological consequences. Generally, bacteria aim at detoxification, suppression of other microbes, or utilization as carbon source^47,48^. Our analyses suggested that the bacteria primarily degrade MBOA (Fig. 2c), which is consistent with strong AMPO-formers using MBOA as a carbon source (Fig. 2d and 3). It is conceivable that AMPO is rather formed as a side product of incomplete or inefficient bacterial catabolism of the intermediate AMP, which is in line with the rather low levels of AMPO measured relative to the degraded MBOA. Production of the aminophenoxazinone side product APO has been found for the fungal pathogen *Fusarium verticilloides* when the transformation of the aminophenol intermediate in BOA detoxification was hindered or reduced^32^. Nevertheless, AMPO formation will affect the microbial and plant ecology. It confers advantages to AMPO-tolerant bacteria to expand their niche by preferentially suppressing Gram-positive bacteria, which are generally less tolerant to aminophenoxazinones compared to Gram-negative bacteria^21^. Alternatively, AMPO may promote rhizosphere health through its suppressive activity against phytopathogenic fungi^32,49^. Plants, on the other hand, may benefit from recruiting A(M)PO-forming bacteria as they convert (M)BOA to strongly allelopathic compounds that suppress weeds^50^, thereby improving host fitness. Overall, AMPO-forming bacteria contribute to microbiome traits that benefit their host plant.

In our previous work, we found that maize root bacteria tolerate the specialised metabolites of their host^21^ and here we show that they are adapted to metabolize the maize compounds. Together this reveals that the bacterial traits of tolerating and metabolising the specialised metabolites of their host are important determinants of maize microbiome membership. The next step will be to study the *in planta* functions of these bacterial traits for learning their effects on the maize host. Given the high degree of host species-specific microbiomes^5^ and the widespread nature of plant species-specific specialised metabolites, we propose that metabolisation of host-specific specialised metabolites contributes to structuring root microbiomes across the plant kingdom. Regarding possible agricultural applications, our data implies that effective biocontrol or biofertilizer strains should be tolerant and/or metabolically adapted to the specialised metabolites produced by the target crop. Hence, understanding how specific specialised plant metabolites shape and stabilize their microbiomes will be important to harness microbiome functions to improve plant health in sustainable agricultural systems^51^.

## Methods

### Plating experiment

To assess the number of AMPO-forming colonies on roots, we grew wild-type B73 maize plants and BX-deficient *bx1*(B73) maize, wheat (CH Claro), *Medicago sativa* (Sativa, Rheinau, Switzerland), *Brassica napus* (Botanik Saemereien AG, Pfaeffikon, Switzerland) and *Arabidopsis thaliana* (Col-0) in field soil. The soil was collected in the Winter of 2019 from the field in Changins^11^. We grew the plants for 7 weeks in a walk-in growth chamber with the following settings: 16:8 light/dark, 26/23 °C, 50% relative humidity, ~550 μmol m^−2^s^−1^ light. We fertilized the plants in the following regime: Weeks 1–4: 100 mL; 0.2% Plantactive Typ K (Hauert HBG Duenger AG, Grossaffoltern, Switzerland), 0.0001% Sequestrene Rapid (Maag, Westland Schweiz GmbH, Dielsdorf, Switzerland); weeks 5 onwards: 200 mL; 0.2% Plantactive Typ K, 0.02% Sequestrene Rapid. To account for the different needs of Arabidopsis growth, all seeds were stratified for three days in the dark at 4 °C and then grown in growth cabinets (Percival, CLF Plant climatics) at 60% relative humidity, 10 h light at 21 °C and 14 h dark at 18 °C. Arabidopsis were fertilized two times during the experiment by watering with 2/3 water and 1/3 of 50% Hoagland solution^52^. To harvest the roots, we shook off loose soil and prepared 10 cm long root fragments (corresponding to the depth of −1 to −11 cm in soil) which we then chopped into small pieces with a sterile scalpel. We transferred them into a 50 mL Falcon tube containing 10 mL sterile magnesium chloride buffer supplemented with Tween20 (MgCl_2_Tween, 10 mM MgCl_2_ + 0.05% Tween, both Sigma–Aldrich, St. Louis, USA). We homogenized the roots with a laboratory blender (Polytron, Kinematica, Luzern, Switzerland; 1 min at 20,000 rpm) followed by additional vortexing for 15 s. For the rhizosphere fraction, we resuspended the pellet from the washing step in 5 mL MgCl_2_Tween. For the soil fraction, we mixed 5 g of soil from the pot with 5 mL MgCl_2_Tween and vortexed it for 15 s.

To quantify bacterial community size, we plated root, rhizosphere, and soil extracts. We serially diluted the extracts and plated 20 µL on 10% TSA (3 g/L tryptic soy broth and 15 g/L agar, both Sigma–Aldrich, St. Louis, USA) plates (12 × 12 cm, Greiner bio-one, Kremsmünster, Austria) containing filter-sterilized cycloheximide (10 mg/L, Sigma–Aldrich, St. Louis, USA) and filter-sterilized DMSO (2 mL/L, Sigma–Aldrich, St. Louis, USA). To spread the drops for counting we tilted the plates and incubated them for 6 days at room temperature. We counted colony-forming units (CFU), multiplied them by the dilution factor and normalized them with the sample’s fresh weight. Before statistical analysis, we transformed CFU counts by log10.

To count the number of AMPO-forming colonies in the extracts, we spread one dilution on a square agar plate containing MBOA. Depending on the plant species and the compartment, we selected a dilution between 1:10^−1^ and 1:10^−4^ to reach a colony density which is countable. We spread 50 μL of the sample with a delta cell spreader on square agar plates containing 10% TSA supplemented with filter-sterilized cycloheximide and filter-sterilized MBOA (200 mg/L, Sigma–Aldrich, St. Louis, USA). The MBOA concentration in the plates corresponds to ~1200 µM. For 10 days we incubated the plates at room temperature (21–25 °C). We photographed the plates and counted the red colonies on the pictures. To get the proportion of AMPO-forming colonies per sample, we divided the count of AMPO-forming colonies by the total CFU.

### Bacterial strains and growth conditions

Maize root bacteria (i.e., MRB collection)^21^ and Arabidopsis bacteria (i.e., AtSPHERE collection)^38^ were routinely grown on solid 100% TSA plates (30 g/L tryptic soy broth and 15 g/L of agar, both Sigma–Aldrich) at 25 °C–28 °C or in liquid 50% TSB medium (15 g/L tryptic soy broth). For the cryo stocks, bacteria were grown for 48 h in liquid 100% TSB (30 g/L tryptic soy broth) and mixed with sterile-filtered glycerol (Sigma–Aldrich) at a final concentration of 20%. Most strains of the MRB collection were initially screened for AMPO formation on MBOA-containing plates (Fig. 1d) and a taxonomically broad subset of 50 strains was selected for metabolisation analysis in liquid culture (Fig. 2a, b). Criteria for selection were (i) to have representatives of the different families, (ii) differing 16S rRNA sequences within a lineage and (iii) good growth in the test conditions in liquid TSB medium.

We also screened Arabidopsis bacteria for AMPO formation on MBOA-containing plates. These strains originated from the AtSphere collection^38^ and have publicly available genomes. Our rational was to expand the diversity and number of strains to have paired information of genomes and AMPO formation phenotypes for subsequent comparative genomics. We did not aim for a systematic comparison of the two collections but selected the Arabidopsis bacteria with high 16S rRNA gene sequence similarity to the strains of the MRB collection. This resulted in a selection of 57 strains that were isolated either from Arabidopsis roots or leaves or from the soil where Arabidopsis was grown to build the AtSphere collection.

### Plate-based screen for AMPO formation

To screen for AMPO formation of single isolates, we plated a loop of pure bacterial cultures on 100% TSA plates supplemented with ~1200 µM MBOA (200 mg/L) or DMSO (2 mL/L) as control. We incubated the plates for 10 days at ambient temperature, assessed the phenotype by eye and photographed the plates. Based on the colour of the colony and surrounding media, we qualitatively classified the strains for their phenotype of AMPO formation as strong, weak or non-AMPO-formers. Strong AMPO-formers provoke a clear colour change to (dark) red on MBOA plates, while light red colouration is characteristic for weak AMPO-formers. No colour change is detected on MBOA plates compared to the DMSO control plates for non-AMPO-formers. Supplementary Fig. 3 shows examples of this classification scale.

### Abundance estimation of AMPO-formers

Mappings of 16S Sanger sequences of the MRB strains to relative abundances of culture-independent 16S amplicon sequencing data were used from our previous study^21^ and processed as follows. Briefly, the relative abundances of a strain were estimated by summing the relative abundances of all ASVs (amplicon sequence variants) to which the 16S Sanger sequence of the strain showed a similarity >99% in a given dataset. First, we used the mapping to the bacterial community data of the roots from which the MRB strains were isolated from^11^ (i.e., wild-type B73 maize in the greenhouse experiment). Second, to estimate the cumulative relative abundance of AMPO-formers in field data^9^ (i.e., maize root samples of B73 in Reckenholz and Changins fields and W22 in Aurora), relative abundances of all ASVs that were mapped at 99% similarity by at least one AMPO-former were summed up the same way.

### Liquid culture assays and experiments

We utilized our previously described 96-well liquid culture-based growth system^21,53^ for several different assays in the presence and absence of different BX compounds. The different assays included bacterial growth measurements in complex and minimal media as well as metabolite or transcriptome analyses. The general setup was as follows: First, pre-cultures were prepared by transferring isolate colonies with inoculation needles (Greiner bio-one, Kremsmünster, Austria) to 1 mL of liquid 50% TSB (15 g/L tryptic soy broth, Sigma–Aldrich) in 2 mL 96-well deep-well plates (Semadeni, Ostermundigen, Switzerland). These pre-culture growth plates were covered with a Breathe-Easy membrane (Diversified Biotech, Dedham, USA) and grown until stationary phase for 4 days at 28 °C and 180 rpm.

Then 4 µL of the pre-cultures were inoculated to 200 µL fresh liquid 50% TSB in 96-well microtiter plates (Corning, Corning, USA) containing the compounds and concentrations to be tested (see below). Of note, we also tested DIMBOA, which is a main compound in maize exudates (Supplementary Fig. 1), however, we did not analyse it further because of spontaneous conversion to MBOA in the absence of bacteria in the assay. The chemical treatments were prepared by mixing their stock solutions into liquid 50% TSB. DIMBOA-Glc was isolated from maize seedlings as described previously^21^ and has a purity of 70% (Supplementary Fig. 5b). Synthetic MBOA and BOA were commercially available (Sigma–Aldrich). Stock solutions were prepared in the solvent DMSO (Sigma–Aldrich) depending on the solubility of the compounds: DIMBOA-Glc at 500 mM (187 mg/mL), MBOA at 606 mM (100 mg/mL) and BOA at 500 mM (68 mg/mL). The DMSO concentration was kept constant in each treatment including the controls. In each plate, wells with 50% TSB were included as no bacteria controls (NBC) and in each run one plate containing only media was included to monitor potential contaminations. In the following, we describe the specific details of the different experiments performed with liquid assays.

1. Metabolite analysis of MRB strains: We tested a taxonomically broad set of 46 strains of the MRB collection for their capacity to metabolise MBOA and DIMBOA-Glc (Fig. 2a, b). Goals were to identify strains that can degrade MBOA (500 µM) and DIMBOA-Glc (500 µM) as well as to confirm the ones that form AMPO. The 96-well plates were grown under continuous shaking on a laboratory shaker (28 °C, 180 rpm shaking). To avoid evaporation, we sealed the plates with a Breathe-Easy membrane. After 68 h of growth, we stopped the experiment and recorded the optical density (OD600) of the cultures in a plate reader (Tecan Infinite M200 multimode microplate reader equipped with monochromator optics; Tecan Group Ltd., Männedorf, Switzerland). We then fixed the bacterial cultures for metabolite extraction and analysis of benzoxazinoid compounds and degradation products (see below). The obtained data is semi-quantitative as it was not normalized by bacterial cell numbers, and therefore we qualitatively classified the strains similar to the above assay with MBOA-containing plates. We classified a strain’s capacity to degrade MBOA or DIMBOA-Glc as strong (>90% degraded relative to the levels detected in the control sample), weak (90 > × > 30% of the control) or non-degrading (<30% of the control). Analogously, we classified the strains as strong (>10% of max. AMPO-former), weak (<10% of max. AMPO-former) or non-AMPO-formers (<0.1% of max. AMPO-former). We recorded AAMPO formation but didn’t classify the strains because the measured levels were very low. Supplementary Fig. 5 shows the metabolite data together with these cut-offs of the classification scale.
2. Transcriptome of LMB2: We quantified the transcriptomic response of the *Microbacterium* LMB2 in response to 500 µM MBOA (Fig. 4a and Supplementary Fig. 9). We used the same setup as for Experiment 1 except that bacterial cultures were grown for 16 h. Again culture densities and metabolites were analysed and additionally, we collected at harvest samples for transcriptome analysis. Six individual wells were pooled and immediately stabilized by the addition of RNAprotect Bacteria Reagent (Qiagen, Hilden, Germany). See below for the details on RNA extraction, sequencing and transcriptome analysis.
3. Time series: We performed a time series experiment with four strong (*Sphingobium* LSP13, *Pseudoarthrobacter* LMD1, *Microbacterium* LMB2, and *Enterobacter* LME3), two weak AMPO-formers (*Acinetobacter* LAC11 and *Rhizobium* LRC7.O) and three non-AMPO-formers (*Pseudomonas* LMX9, *Bacillus* LBA112 and *Microbacterium* LMI1x) to characterise the kinetics of MBOA degradation and AMPO formation (Fig. 2c). In this experiment 500 µM of MBOA was used and bacterial growth in 96-well plates was monitored more high-throughput using a stacker (BioStack 4, Agilent Technologies, Santa Clara, United States), which was connected to a plate reader (Synergy H1, Agilent Technologies, Santa Clara, United States). Using this system, OD_600_ of every culture was recorded every ~100 min during the time course. Prior to each measurement, the plates were shaken for 120 s. For metabolite analyses over time, we removed replicate plates from the stack after 16, 24, 44, 68 and 96 h. Fixing of bacterial cultures and metabolite analysis was performed as detailed below. Analogously, we have quantified MBOA metabolisation after 68 h of selected Arabidopsis strains in 500 µM MBOA (Supplementary Fig. 7b).
4. Bacterial growth in minimal media: We use the same strains of the time course experiment and we tested whether they could use DIMBOA-Glc and/or MBOA as sole carbon source for a benefit in growth (Fig. 2d). Using the stacker system, we followed the same procedure as described above but using minimal media instead of TSB to test for bacterial growth. The minimal media was prepared as described previously^54^ and complemented with defined amounts of stock solutions of either MBOA or DIMBOA-Glc as sole carbon source to reach a final concentration of 500 or 2500 µM. As positive controls for growths, we grew the bacteria in glucose (500 and 2500 µM) as the sole carbon source.
5. Metabolisation and growth of *Microbacterium* spp.: To have a robust basis for comparative genomics, we confirmed the set of 39 *Microbacterium* strains from maize and Arabidopsis in the liquid culture settings for MBOA degradation, AMPO formation and growth on MBOA as the sole carbon source (Fig. 3). We used again the stacker system and followed the protocols (3) and (4) described in this section.
6. Metabolisation of BOA: The same set of strains of the time series experiment (3) was used to test whether strong MBOA degrading *Microbacterium* and *Sphingobium* strains would also degrade BOA (Supplementary Fig. 11b). The experiment was prepared as the time series experiment but with 500 µM BOA (and MBOA) and bacterial cultures were fixed at 68 h for metabolite analysis (details below).
7. *Sphingobium* LSP13 and ∆3bxdA mutant: We have also characterised the *Sphingobium* strain LSP13 and the corresponding mutant ∆3bxdA (see below) with the different assays in the stacker-based liquid growth system (Fig. 5c–e). For MBOA metabolisation in complex medium (50% TSB), we grew triplicate pre-cultures in 96-deep-well plates overnight, washed them once with 10 mM MgCl_2_, adjusted the OD_600_ to 1 and inoculated 200 µl main cultures in 96-well plates as described above. We tested 500 µM MBOA for metabolite analysis (details below). Plates were transferred to the stacker system described above and absorbance at 600 nm measured roughly every 15 min with 2 min of shaking prior to measurements. At 8 h and 24 h, individual plates were removed and cultures fixed for metabolite extraction. For metabolisation and growth determination at 48 h, we ran a separate experiment with only one 96-well plate. We closed the plate with a lid and sealed the sides with Breathe-Easy membrane. The plates were incubated continuously in the plate reader (Synergy H1, Agilent Technologies, Santa Clara, United States) over 48 h and absorbance at 600 nm was measured every 15 min with 2 min of shaking prior to measurements. At 48 h cultures were fixed for metabolite analysis as described below. For growth and MBOA metabolisation in minimal medium, triplicate pre-cultures were grown in 13 ml culture tubes (SARSTEDT, Nuembrecht, Germany) containing 3 ml of 50% TSB with constant shaking. Overnight cultures were subcultured for 4 h and washed with minimal medium without carbon source. OD_600_ was adjusted and main cultures were inoculated in a 96-well plate and sealed as described above. We tested MBOA and BOA concentrations of 500 and 1250 µM as sole carbon sources for growth and only the 500 µM condition was used for metabolite analysis (Fig. 5e and Supplementary Fig. 11; details below). As a control, glucose was used at 667 µM and 1667 µM corresponding to C equivalents of 500 µM and 1250 µM MBOA, respectively. Plates were incubated under continuous shaking in a plate reader (Synergy H1, Agilent Technologies, Santa Clara, United States) for 94 h and absorbance at 600 nm was measured every 10 min with shaking in between. For metabolite analysis, a separate 96-well plate was prepared as described but incubated under continuous shaking in a laboratory shaker. After 68 h, the plate was removed from the shaker, OD_600_ measured using a plate reader (Synergy LX, BioTek, Winooski, United States) and cultures were fixed as described below.

General handling of stacker data: For all assays in the stacker-based high-throughput system, we exported bacterial growth data from the software (Gen 5, Agilent Technologies, Santa Clara, United States) to excel. We used R statistical software (version 4.0, R core Team, 2016) to analyse growth data. For a measure of total bacterial growth, we calculated the area under the growth curve (AUC of the x-axis for time and y-axis for OD_600_) using the function *auc()* from package MESS^55^ and normalized growth in treatment relative to the control. Such normalized bacterial growth data of a given concentration was statistically assessed (compound vs control) using one-sample *t*-tests (*p*-values adjusted for multiple hypothesis testing). See analysis scripts for further details. The general statistical analysis is described below.

### Metabolite extraction from bacterial cultures

To fix bacterial cultures, we added 150 μL bacterial cultures to 350 μL of the extraction buffer (100% methanol + 0.14% formic acid) in non-sterile round bottom 96-well plates (Thermo Fisher Scientific, Waltham, USA). We stored the fixed samples with a final concentration of 70% methanol and 0.1% formic acid at −80 °C. To reduce the number of samples, we pooled three replicates of the same culture. For the transcriptome experiment (*n* = 7 for bacterial samples and *n* = 3 for control samples) and for the metabolisation of *Sphingobium* LSP13 wild-type and the mutant ∆3bxdA in minimal medium (*n* = 3), we did not pool samples. We diluted the pooled samples by adding 50 μL to 700 μL MeOH 70% + 0.1% FA. We filtered the cultures through regenerated cellulose membrane filters (CHROMAFIL RC, 0.2 µm, Macherey–Nagel, Düren, Germany) by centrifugation (3220 × *g* for 2 min) to remove bacterial debris. To avoid any residual particles, we centrifuged the extracts at 11,000 × *g* for 10 min at 4 °C. We aliquoted the supernatants in glass vials (VWR, Dietikon, Switzerland) and stored the samples at −20 °C until analysis.

### Profiling benzoxazinoid degradation products in bacterial cultures

Using an Acquity I-Class UHPLC system (Waters, Milford, US) coupled to a Xevo G2-XS QTOF mass spectrometer (Waters, Milford, US) equipped with a LockSpray dual electrospray ion source (Waters, Milford, US) we quantified benzoxazinoids in samples of filtered bacterial cultures. Gradient elution was performed on an Acquity BEH C18 column (2.1 × 100 mm i.d., 1.7 mm particle size; Waters, Milford, US) at 98–50% A over 6 min, 50–100% B over 2 min, holding at 100% B for 2 min, re-equilibrating at 98% A for 2 min, where A = water + 0.1% formic acid and B = acetonitrile + 0.1% formic acid. The flow rate was 0.4 mL/min. The temperature of the column was maintained at 40 °C, and the injection volume was 1 μL. The QTOF MS was operated in sensitivity mode with a positive polarity. The data were acquired over an m/z range of 50–1200 with scans of 0.1 s at a collision energy of 6 V (low energy) and a collision energy ramp from 10 to 30 V (high energy). The capillary and cone voltages were set to 2 kV and 20 V, respectively. The source temperature was maintained at 140 °C, the desolvation temperature was 400 °C at 1000 L/h and the cone gas flow was 100 L/h. Accurate mass measurements (<2 ppm) were obtained by infusing a solution of leucine encephalin at 200 ng/mL at a flow rate of 10 μL/min through the Lockspray probe (Waters, Milford, US). For each expected benzoxazinoid compound, four standards with concentrations of 10, 50, 200, and 400 ng/mL were run together with the samples (DIMBOA-Glc, DIMBOA, HMBOA, MBOA-Glc, MBOA, BOA, AMPO, APO, AAMPO, HMPMA) or 40, 200 ng/mL, 1 and 10 μg/mL for HMPAA and AMP.

### NMR identification of AMPO

To confirm the presence of AMPO in the liquid cultures of *Sphingobium* LSP13 and *Microbacterium* LMB2, we analysed them by ^1^H NMR spectroscopy (Bruker Advance 300, 1H: 300.18 MHz, Bruker Corp., Billerica, MA, USA). Briefly, liquid cultures were centrifuged (20 min, 11,000 g) and the supernatants extracted twice with Et_2_O, dried with Na_2_SO_4_, and filtered in a glass funnel with cotton wool. During cultivation, a red precipitate formed towards the neck of the Erlenmeyer flasks, i.e., at the edge of the shaking cultures (Supplementary Fig. 2). This red precipitate left was collected from the Erlenmeyer flasks with acetone. The two extracts were combined, concentrated under reduced pressure, and dried over P_2_O_5_. The ^1^H NMR spectrum of the red residue obtained was recorded in DMSO-*d*_*6*_ and compared to an analytical AMPO standard^25,56^, confirming its presence in our bacterial cultures.

### Phylogenetic tree construction

The phylogenetic tree of all MRB and AtSphere bacteria was computed as described previously^21^. The species tree estimation for microbacteria was obtained from OrthoFinder v. 2.3.8^39^. The 16S trees were reconstructed as follows: First, the 16S sequences were combined into a single FASTA file and then aligned using MAFFT v. 7.475^57^ with default options. The aligned sequences were then used as input to RAxML v. 8.2.12^58^. The multi-threaded version ‘ raxmlHPC-PTHREADS‘ was used with the options ‘ -f a -p 12345 -x 12345 -T 23 -m GTRCAT‘ with 1000 bootstrap replicates. The phylogenetic tree was visualized and annotated in R using the package ggtree^59^.

### Comparative genomics

To find genes that are involved in the transformation of MBOA to AMPO we built an extended collection of 39 *Microbacterium* strains with paired information of available genomes as well as AMPO formation phenotypes. We selected 18 *Microbacterium* strains from maize^21^ and 17 from the *AtSphere* collection^38^ isolated from Arabidopsis and one strain isolated from clover^60^. Of note, the 18 *Microbacterium* strains from maize present the subset of MRB strains (the collection has a total of 42 *Microbacterium* strains) with sequenced genomes (available from BioProject PRJNA1009252 associated with the MRB collection^21^). For genome sequencing, *Microbacterium* strains that differed in their full-length 16S rRNA gene sequence had been selected (only one strain was sequenced among strains with identical full-length 16S rRNA gene sequence)^21^. Additionally, we included three strains which we isolated from root extracts of *Brassica napus* (LBN7), *Triticum aestivum* (LTA6) and *Medicago sativa* (LMS4) due to their red colony phenotype on MBOA plates (genomes available from BioProject PRJNA1083430). For those strains, we sequenced the genome by PacBio as described for the MRB collection^21^. The 39 microbacteria were phenotypically divided into AMPO-forming (*n* = 16) and AMPO-negative microbacteria (*n* = 23) strains based on the MBOA plate assay. Two approaches were investigated independently. The first consisted of grouping the genes into orthogroups with OrthoFinder v. 2.3.8^39^ and estimating significant associations between the phenotype and orthogroups by applying Fisher’s Exact Test using the gene trait matching tool in OpenGenomeBrowser^61^. In the second approach, a kmer-similarity search strategy was conducted. The scaffolds of the assemblies were first divided into unique kmers of size 21 base pairs and counted using the tool Kmer Counter v. 3.1.1^62^. The resulting kmer libraries per sample were then merged into a single matrix using custom Python scripts. In the next step, the kmers were scored based on their occurrence in AMPO-positive or negative strains. Specifically, the score of a kmer was increased by 1, if the kmer is present in a sample with AMPO-forming phenotype and was decreased by 1 if the kmer is present in a sample with AMPO-negative phenotype. This score can thus be seen as a correlation between genetic sequence and phenotype. The highest-scoring kmers were then used to filter genes containing those kmers using custom Python scripts. Since this approach relies on exact matches of kmers, the gene sequences containing high-scoring kmers were clustered with a 70% similarity cut-off using vsearch v. 2.17.1^63^. The obtained centroid sequences were then searched with BLAST v. 2.10.0^64^ against a database of all genes from all microbacteria strains using ‘blastn’. The BLAST output was filtered for matches with an *e*-value < 1e50 which resulted in a list of genes for each centroid sequence. These gene lists were then statistically assessed for their association with the phenotype using Fisher’s Exact Test in R (v. 4.2.1). The *p*-values were corrected using the Benjamini-Hochberg method.

### Transcriptome analysis

Bacterial cells were lysed by enzymatic lysis and proteinase K treatment and total RNA was extracted using the RNeasy Mini Kit (Qiagen, Hilden, Germany) with subsequent DNase treatment using the RapidOut DNA removal kit (Thermo Fisher Scientific, Waltham, USA) following manufacturer’s instructions. The quantity and quality of the purified total RNA were assessed using a Thermo Fisher Scientific Qubit 4.0 fluorometer with the Qubit RNA BR Assay Kit (Thermo Fisher Scientific, Waltham, USA) and an Advanced Analytical Fragment Analyzer System using a Fragment Analyzer RNA Kit (Agilent, Basel, Switzerland), respectively. One hundred ng of input RNA was first depleted of ribosomal RNA using an Illumina Ribo-Zero plus rRNA Depletion Kit (Illumina, San Diego, US) following Illumina’s guidelines. Thereafter cDNA libraries were made using an Illumina TruSeq Stranded Total Library Prep Kit (Illumina, San Diego, US) in combination with TruSeq RNA UD Indexes (Illumina, San Diego, US) according to Illumina’s reference guide documentation. Pooled cDNA libraries were sequenced paired end using an Illumina NovaSeq 6000 SP Reagent Kit v1.5 (100 cycles Illumina, San Diego, US) on an Illumina NovaSeq 6000 instrument. The run produced, on average, 14 million reads/sample. The quality of the sequencing run was assessed using Illumina Sequencing Analysis Viewer (Illumina version 2.4.7) and all base call files were demultiplexed and converted into FASTQ files using Illumina bcl2fastq conversion software v2.20. The quality control assessments, generation of libraries and sequencing were conducted by the Next Generation Sequencing Platform, University of Bern. The raw data of the RNAseq experiment is available from NCBI’s Gene Expression Omnibus (GEO) repository with the accession number GSE263275.

The quality of the RNA-Seq data was assessed using fastQC v. 0.11.7^65^ and RSeQC v. 4.0.0 2^66^. The reads were mapped to the reference genome using HiSat2 v. 2.2.13^67^. The reference genome of strain LMB2 was prepared before the mapping step as follows: The General Features Format (GFF) file obtained from the assembly was transformed to the Gene Transfer Format (GTF) using AGAT v0.8.0^68^ and subsequently transformed to Browser Extensible Data (BED) format using BEDOPS v. 2.4.39^69^. The HiSat2 index from the reference FASTA file was created using the ‘hisat2-build‘ command. FeatureCounts v. 2.0.14^70^ was used to count the number of reads overlapping with each gene as specified in the genome annotation. The Bioconductor package DESeq2 (v1.32.0 5)^71^ was used to test for differential gene expression between the experimental groups.

### Synteny of *bxd* gene cluster across microbacteria

In order to visualize the *bxd* gene cluster across different AMPO-forming *Microbacterium* strains, a synteny plot was created using the R packages gggenes^72^ and gggenomes^73^ and ggtree^59^. The gene links between strains were determined based on pairwise BLAST identities. The colouring of interesting genes was based on shared membership in significant orthogroups for a given phenotype as determined using Orthofinder^39^ (v.2.3.8).

### Heterologous expression of candidate genes and protein purification

Plasmids for expression of *bxdA* (N-acyl homoserine lactonase family protein), *bxdD* (aldehyde dehydrogenase family protein), *bxdG* (VOC family protein), and *bxdN* (NAD(P)-dependent oxidoreductase) were ordered from Twist Bioscience. The DNA sequences of the genes were used to generate codon-optimized nucleotide sequences for expression in *E. coli*, applying the default settings. Sequences were introduced to expression plasmid pET28a(+) with *Bam*HI and *Hind*III restriction sites (Twist Bioscience HQ, San Francisco, US). All genes were amplified with Platinum Superfi polymerase II (Thermo Fisher Scientific, Waltham, USA) according to the manufacturer’s instructions by using the primers listed in Supplementary Table 2. Then candidate genes were cloned in the expression vector pOPINF (N-terminal His tag) digested with *Hind*III-HF and *Kpn*I-HF. Cloning was performed with In-Fusion (Takara Bio, Shiga, Japan) according to manufacturer protocol and transformed into chemically competent *E. coli* Top10 (NEB, Ipswich, US) and plated on LB plates (25 g/L Luria-Bertani agar, Carl Roth, Karlsruhe, Germany) supplemented with carbenicillin 100 µg/mL (Sigma–Aldrich, St. Louis, USA). Plasmids were isolated from recombinant colonies and the identity of the inserted sequences was confirmed by Sanger sequencing. Next, the constructs were used to transform chemically competent *E. coli* BL21 (DE3) (NEB, Ipswich, US). Correct uptake of the plasmids was verified through colony PCR with vector-specific primers (see above). Positive colonies were inoculated in 5 mL LB with carbenicillin 100 µg/mL and grown overnight at 37 °C, 220 rpm. 100 µL of the pre-culture were inoculated in 100 mL 2xYT media with carbenicillin 100 µg/mL and incubated at 37 °C, 220 rpm until they reached OD_600_ = 0.5–0.6. At this point, cultures were incubated for 15 min at 18 °C, 220 rpm and then induced with IPTG 0.5 mM and incubated at 18 °C, 220 rpm for 16 h. For purification, the cultures were harvested by centrifugation at 3200 × *g*, 10 min and resuspended in 10 mL of buffer A1 (50 mM Tris-HCl pH 8, 50 mM glycine, 500 mM sodium chloride, 20 mM imidazole, 5% v/v glycerol, pH 8) supplemented with 0.2 mg/mL Lysozyme and EDTA free protease inhibitor cocktail (cOmplete, Roche, Basel, Switzerland) and incubated for 30 min on ice. Cells were disrupted by sonication using a Sonics Vibra Cell at 40% amplitude, 3 s ON, 2 s OFF, and 2.5 min total time. The crude lysates were centrifuged at 35,000 × *g* for 30 min and the cleared lysates incubated with 200 μL Ni-NTA agarose beads (Takara Bio, Shiga, Japan) for 1 h at 4 °C. The beads were then sedimented by centrifugation at 1000 × *g* for 1 min and washed 4 times with buffer A1 before eluting the proteins with buffer B1 (50 mM Tris-HCl pH 8, 50 mM glycine, 500 mM Sodium Chloride, 500 mM imidazole, 5% v/v glycerol, pH 8). Dialysis and buffer exchange were performed using buffer A4 (20 mM HEPES pH 7.5; 150 mM NaCl) in centrifugal concentrators (Amicon Ultra – 10 kDa, Merk Millipore Cork IRL). Proteins were aliquoted in 50 µL and stored at −20 °C. Protein concentration was determined spectrophotometrically at 280 nm on a NanoPhotometer N60 (Implen, Munich, Germany) considering the molecular weight and extinction coefficient. Protein purity and size were checked through SDS-Page on Novex WedgeWell 12% Tris-Glycine Gel (Invitrogen, Waltham, US). The protein ladder used was Colour Protein Standard Broad Range (NEB, Ipswich, US).

### Enzyme assays and product analysis

All reactions were performed in a total volume of 100 µL, in 25 mM potassium phosphate buffer, pH = 7.5 with 5 µg protein. AMPO formation was tested by supplementing the enzyme with 1 mM MBOA or BOA (30 mM stock in MeOH, Sigma–Aldrich, St. Louis, USA). In addition, BxdD was supplemented with NADP+ and BxdN with NADP+ and NADPH. Reactions were initiated by protein addition and incubated at 30 °C, 300 rpm for 2 h in the dark. Reactions were quenched by the addition of 100 µL MeOH, incubated on ice for 15 min and then centrifuged at 15,000 × *g* for 15 min. The reactions were filtered through 0.22 μm PTFE syringe filters and then transferred to LC–MS glass vials.

LC–MS analysis was performed on a Dionex UltiMate 3000 UHPLC (Thermo Fisher Scientific, Waltham, USA) equipped with Phenomenex Kinetex XB-C18 column (100 × 2.1 mm, 2.6 µm, 100 Å, column temperature 40 °C) coupled to a Bruker Impact II Ultra-High-Resolution Quadrupole-Time-of-Flight mass spectrometer (Bruker Daltonics) equipped with EVOQ Elite electrospray ionization. Analytical conditions consisted of A: H_2_O + 0.1% FA and B: ACN, 0.6 mL/min flow with the following gradient: 0–1 min, 15% B, 1–6 min, 15–35% B, 6.1–7.5 min, 100% B, 7.6–10 min, 15% B. Mass-spectrometry data were acquired through ESI with a capillary voltage of 3500 V and end plate offset of 500 V, nebulizer pressure of 2.5 bar with a drying gas flow of 11.0 L/min and a drying temperature of 250 °C. The acquisition was performed at 12 Hz with a mass scan range from 80 to 1000 m/z. For tandem mass-spectrometry (Ms^2^) collision energy, the stepping option model (from 20 to 50 eV) was used.

### Homology search of BxdA across other bacterial genomes

To investigate how widespread the N-acyl homoserine lactonase enzyme BxdA is, we blasted the amino acid sequence of BxdA in other bacterial genomes. We searched against the microbacteria used in this study (Fig. 3), across the other maize root bacteria strains of the MRB collection and in publicly deposited bacterial genomes. To identify homologues in the microbacteria and the MRB collection, we used the OpenGenomeBrowser^61^ using default parameters. To identify homologues to publicly available genomes, we blasted BxdA against the Integrated microbial genomes/microbiome (IMG/M) database run by the Joint Genome Institute (JGI)^40^ using default parameters.

### Generation of ∆3bxdA mutant in *Sphingobium* LSP13

A markerless gene deletion mutant lacking the three *bxdA* homologues present in *Sphingobium* LSP13 was produced by sequential in-frame deletion via double homologous recombination using two previously described mutagenesis systems^74,75^. For a list of primers and plasmids used, see Supplementary Tables 3 and 4. Mutagenesis plasmids were prepared using standard molecular cloning protocols^76^. Gene flanking regions containing the bases coding for the first few and the last few amino acids were amplified from genomic DNA and cloned in tandem into pAK405^74^ (for MRBLSP13_002921) or into pTETSIX^75^ (for MRBLSP13_002227 and MRBLSP13_003006) using a 6 nt restriction linker. Insert sequences were confirmed by Sanger sequencing and final mutagenesis plasmids were transformed into *E. coli* S17-1 (λ/pir)^77^. Mutagenesis plasmids were subsequently transferred to *Sphingobium* LSP13 wild-type or derivative mutants by conjugal transfer^74^. Briefly, the *Sphingobium* acceptors were cultured in 50% LB at 28 °C and the *E. coli* donors in LB supplemented with kanamycin (50 µg/mL) or tetracycline (10 µg/mL) at 37 °C. Donors and acceptors were washed once with 10 mM MgSO_4_ and resuspended to an OD_600_ of ~30. The suspensions were mixed at a 1:1 ratio and spotted on minimal medium^54^ agar without carbon source for 20 h at 28 °C. The cell material was taken up in 10 mM MgSO_4_ and dilutions plated on media selective for merodiploids. For introduction of the pAK045 derivative pAW02, merodiploids were selected on minimal medium agar containing glucose (20 mM), kanamycin (50 µg/mL) and carbenicillin (50 µg/mL). Individual merodiploid colonies were restreaked once on minimal medium containing glucose, kanamycin and carbenicillin. Cell material was then resuspended in 10 mM MgCl_2,_ and different dilutions plated onto minimal medium containing glucose, carbenicillin and streptomycin (100 µg/mL) to select for cells having undergone a second crossover event. Resulting colonies were restreaked onto minimal medium containing glucose and either kanamycin or carbenicillin and streptomycin. Those colonies growing only on the latter were further screened, purified and mutation of gene MRBLSP13_002921 confirmed using appropriate primer combinations (Supplementary Table 4). We noticed that with this mutagenesis system, many of the cells growing on carbenicillin and streptomycin showed growth on kanamycin even when the pAK405 plasmid backbone containing the kanamycin resistance cassette was lost after the second homologous recombination. Further mutations were therefore introduced with pTETSIX-derived mutagenesis plasmids (Supplementary Table 3). For transformants with these plasmids, merodiploids were selected on minimal medium supplemented with glucose, carbenicillin and tetracycline (10 µg/mL). Subsequently, merodiploids were subcultured continuously in minimal medium containing glucose without antibiotics. Cells having undergone a second homologous recombination were enriched by sorting non-fluorescent cells on a FACS Sorter Aria III (10.040) as described^75^. Dilutions of the sorted cells were plated on minimal medium containing glucose. Colonies that did not show mCherry fluorescence were further screened, purified and mutation genotype confirmed for all three genes using appropriate primer combinations (Supplementary Table 4).

### Statistical analysis

We used R version 4.0 (R core Team, 2016) for statistical analysis and visualization of the data. All code used for statistical analysis and graphing is available from https://github.com/PMI-Basel/Thoenen_et_al_AMPO_formation. For the analysis of bacterial colonisation, we used log-transformed data. We checked for normality using Shapiro–Wilk-test. Using *t*-test or ANOVA we tested for variance. *P*-values were adjusted for multiple testing using the Benjamini-Hochberg method within R. Raw chromatogram data were peak integrated using MassLynx 4.1 (Waters, Milford, US), using defined properties for the reference compounds in the standards. We used the following packages for data analysis and visualizations: Tidyverse^78^, Broom^79^, DECIPHER^80^, DESeq2^71^, emmeans^81^, ggthemes^82^, pheatmap^83^, multcomp^84^, phyloseq^85^, phytools^86^, vegan in combination with custom functions.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

The bacterial genome data (raw reads and annotated genomes) is available from the BioProjects PRJNA1009252 (MRB collection^21^) and PRJNA1083430 (new strains). We have deposited the sequences of the transcriptome experiment at NCBI’s Gene Expression Omnibus (GEO) under the accession number GSE263275. We have deposited all source data together with all analysis scripts underlying all figures on GitHub.

## Code availability

All code used for statistical analysis and graphing is available from GitHub.

# Supplementary material for: The lactonase BxdA mediates metabolic specialisation of maize root bacteria to benzoxazinoids
**Source:** Nat Commun. 2024 Aug 2;15:6535. doi: 10.1038/s41467-024-49643-w
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

The lactonase BxdA mediates metabolic specialisation of maize root bacteria to benzoxazinoids

Lisa Thoenen^{1,2}, Marco Kreuzer³, Christine Pestalozzi², Matilde Florean⁴, Pierre Mateo¹, Tobias Züst^{1,5}, Anlun Wei², Caitlin Giroud², Liza Rouyer⁶, Valentin Gfeller¹, Matheus D. Notter⁷, Eva Knoch^{6,8}, Siegfried Hapfelmeier⁷, Claude Becker^{6,8}, Niklas Schandry^{6,8}, Christelle A. M. Robert¹, Tobias G. Köllner⁴, Rémy Bruggmann³, Matthias Erb^{1*}, Klaus Schlaeppi^{1, 2*}

Index

- Supplementary Results
- Supplementary Figures
- Supplementary Tables
- References

Supplementary Results

Screening of Arabidopsis bacteria for AMPO formation

Complementary to screening the MRB strains for AMPO formation, we also screened some Arabidopsis bacteria for this trait. Of the AtSphere collection¹, strains with high 16S rRNA gene sequence similarity to the strains of the MRB collection were selected. This resulted in a selection of 57 strains that were isolated either from Arabidopsis roots or leaves, or the soil where Arabidopsis was grown to isolate root strains of the AtSphere collection. Goal was not a systematic comparison of the two collections (which would not make sense with the varying compartments of isolation) but to expand the number of strains (i.e., pairs of genomes and AMPO formation phenotypes) for subsequent comparative genomics. We plated the 57 Arabidopsis strains on MBOA-containing agar plates and classified their colony and surrounding media colour after 10 days incubation time as for the MRB collection. [Supplementary Fig. 3](#) illustrates the classes non (no colour change compared to DMSO control plates), weak (light red colouration) or strong AMPO-formers (dark red colour). We found four strong AMPO-formers among the 57 tested strains ([Supplementary Fig. 7a](#)). These four strong AMPO-formers were *Acinetobacter* Root1280 and Leaf130, *Xanthomonas* Leaf131 and *Achromobacter* Root83. However, compared to strong AMPO-formers of maize, the Arabidopsis strains did not efficiently degrade MBOA in liquid culture ([Supplementary Fig. 7b](#)). Most importantly, this screen showed that none of the tested *Microbacterium* strains from Arabidopsis could form AMPO, which is in contrast to the microbacteria of maize with both AMPO-forming and non-AMPO-forming strains ([Fig. 1d](#)).

BxdA also degrades BOA

Maize primarily synthesizes methoxylated BXs with the chemical conversion pathway from exuded DIMBOA-Glc and DIMBOA to accumulating MBOA and AMPO in the rhizosphere² ([Supplementary Fig. 1](#)). Exudation of DIBOA-Glc and DIBOA and accumulation of BOA and APO is the analogous 'sequence' of BX degradation for plants like rye, which mainly produces non-methoxylated analogs. Wheat produces a mixture of both methoxylated and non-methoxylated BXs. The focus of this study was bacterial metabolism of MBOA and AMPO formation (both methoxylated compounds) and complementary, we also tested the key observations with non-methoxylated BOA and eventual APO formation. Specifically, we tested (i) whether strong MBOA degrading *Microbacterium* and *Sphingobium* strains would also degrade BOA, (ii) in vitro activity of purified BxdA to degrade BOA and form APO and (iii) in vivo function of BxdA comparing BOA degradation of *Sphingobium* LSP13 and the mutant $\Delta 3\text{bxdA}$.

First, we selected the same set of strains as for kinetic characterisation of MBOA degradation and AMPO formation ([Fig. 2c](#)). We grew them for 68 h in 50% TSB with either 500

64 μ M MBOA or BOA and analyzed the BX metabolites. Consistent with the earlier assays,
65 *Sphingobium* LSP13, *Pseudoarthrobacter* LMD1 and *Microbacterium* LMB2 largely degraded the
66 initial levels of MBOA and AMPO was formed in these cultures, while this was not observed for
67 the other strains (Supplementary Fig. 11b). Similar phenotypes were observed when exposing
68 these strains to BOA, with the strong MBOA-degraders also degrading BOA and forming small
69 amounts of APO.

70 Next, we tested whether the purified BxdA protein would also degrade BOA and form APO
71 in vitro. Compared to the empty vector control, we measured reduced BOA concentrations and
72 low levels of APO in presence of BxdA (Supplementary Fig. 11c). In comparison with MBOA, far
73 less BOA was degraded during the same incubation time and using the same assay settings (same
74 protein amounts and same initial MBOA and BOA concentrations). This indicates that BxdA is less
75 efficient in converting BOA to APO than converting MBOA to AMPO under the tested conditions.
76 Hence, BxdA protein has some in vitro activity to metabolise non-methoxylated BOA to APO, albeit
77 lower compared to their methoxylated analogs MBOA and AMPO.

78 Third, to study the in vivo function of BxdA, we examined both metabolism of BOA and
79 growth with BOA as sole carbon source in minimal medium comparing *Sphingobium* LSP13 wild-
80 type and the Δ 3bxdA mutant. While LSP13 grew in minimal media with MBOA or BOA as sole
81 carbon sources, the mutant Δ 3bxdA was severely impaired in growth with both carbon sources
82 (Supplementary Fig. 11a). Metabolite analyses of these cultures revealed that LSP13 degraded
83 MBOA and formed AMPO (Fig. 5c) as well as degraded BOA and formed small amounts of APO
84 (Supplementary Fig. 11d). In contrast, the mutant Δ 3bxdA failed to degrade both MBOA and BOA.

85 Taken together, these experiments revealed that the key conclusions of BxdA related to
86 MBOA degradation and AMPO formation including its in vitro activity and in vivo function can be
87 transferred to the degradation of non-methoxylated BOA and subsequent APO formation.

88   **Supplementary Figures**

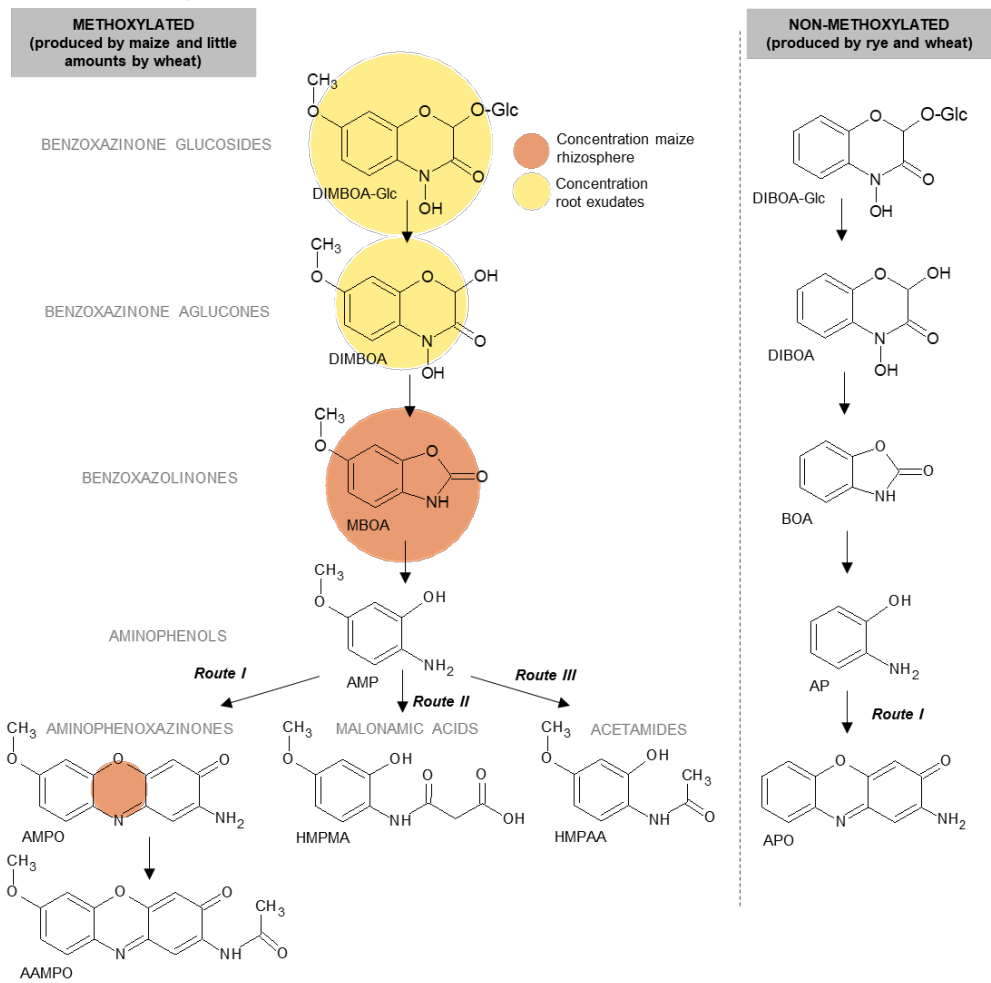

Abbreviation	Full name	Class	Mass [g/mol]	Formula	Rhizosphere [µg/kg FW]	Root exudates [µg/cm³]
DIMBOA-Glc	2-O-β-D-glucopyranosyl-2,4-dihydroxy-7-methoxy-(2H)-1,4-benzoxazin-3(4H)-one	Benzoxazinone glucoside	373.31	C15H19NO10	ND	0.153±0.029
DIBOA-Glc	2-O-β-d-glucopyranosyl-4-hydroxy-(2H)-1,4-benzoxazin-3(4H)-one	Benzoxazinone glucoside	343.29	C14H17NO9	ND	ND
DIMBOA	2,4-dihydroxy-7-methoxy-1,4-benzoxazin-3-one	Benzoxazinone aglucone	211.17	C9H9NO5	0.93±0.30	0.081±0.026
DIBOA	2,4-dihydroxy-1,4-benzoxazin-3-one	Benzoxazinone aglucone	181.15	C8H7NO4	ND	ND
MBOA	6-methoxybenzoxazolin-2(3H)-one	Benzoxazolinone	165.15	C8H7NO3	1.9±0.5	0.0030±0.0007
BOA	Benzoxazolin-2-(3H)-one	Benzoxazolinone	135.10	C7H5NO2	ND	ND
AMP	2-amino-5-methoxyphenol	Aminophenol	139.15	C7H9NO2	ND	ND
AP	2-aminophenol	Aminophenol	109.13	C6H7NO	ND	ND
HMPAA	N-(2-hydroxy-4-methoxyphenyl)acetamide	Acetamide	181.19	C9H11NO3	ND	ND
HMPMA	N-(2-hydroxy-4methoxyphenyl)malonamic acid	Malonamic acid	225.2	C10H11NO5	ND	ND
AMPO	2-amino-7-methoxy-phenoxazin-3-one	Aminophenoxazinones	242.23	C13H10N2O3	0.13±0.03	ND
APPO	2-amino-(3H)-phenoxazin-3-one	Aminophenoxazinones	212.20	C12H8N2O2	ND	ND
AAMPO	2-acetyl-amino-7-methoxy-phenoxazin-3-one	Aminophenoxazinones	284.27	C15H12N2O4	ND	ND
AAPO	2-acetyl-amino-(3H)-phenoxazin-3-one	Aminophenoxazinones	254.24	C14H10N2O3	ND	ND

89 **Supplementary Figure 1: Benzoxazinoid metabolites produced by plants and degradation pathways in soil.**
90 Bubble size represents the concentration of the compounds measured in the rhizosphere (orange) and root exudates
91 (yellow) of maize. The table lists the full chemical name, the compound class, the molar mass, the chemical formula,
92 and the concentrations in the rhizosphere (per kg FW, FW = fresh weight) and in root exudates (measured per root
93 surface cm³). Concentrations (mean ± standard deviation) are based on the measurements from Hu et al. 2018³, ND =
94 not detected.

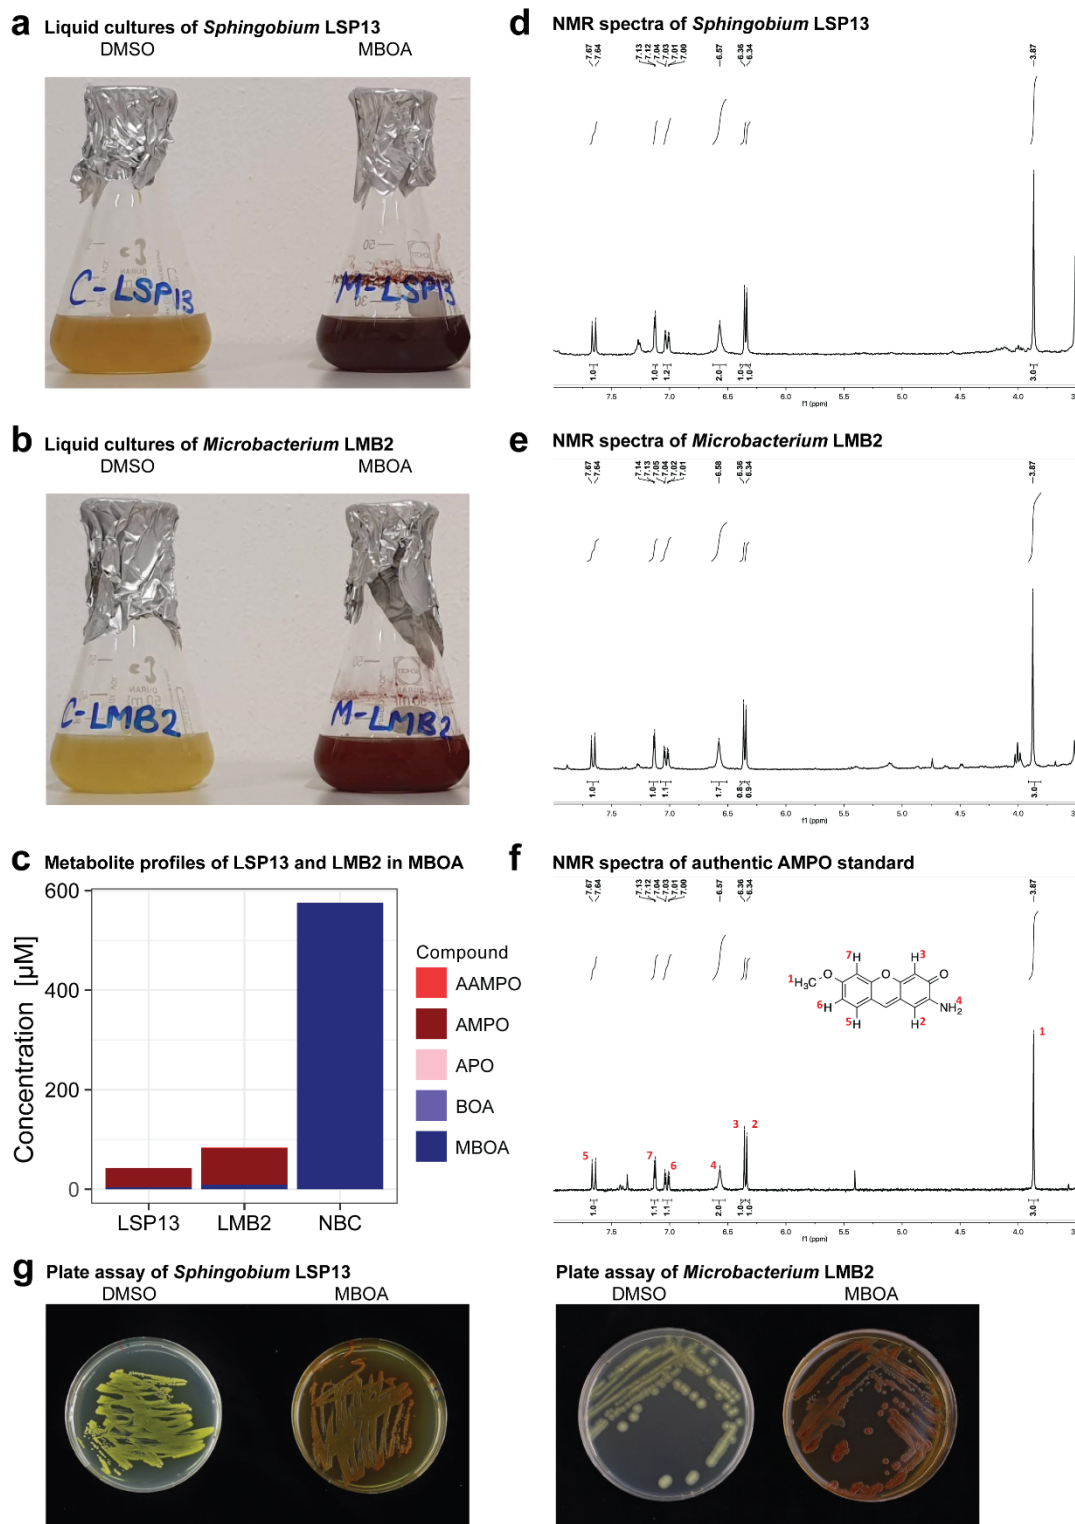

Supplementary Figure 2: AMPO phenotype and confirmation of AMPO formation by NMR. **a)** Pictures of liquid cultures of AMPO-forming strains *Sphingobium* LSP13 and **b)** *Microbacterium* LMB2 cultivated in 50% TSB supplemented with DMSO (left) or 500 μ M MBOA (right). **c)** Metabolite profiles of LSP13 and LMB2 cultures grown in presence of MBOA for 68 h alongside the no bacteria control (NBC, n=1). **d)** NMR spectra of the red precipitate purified from LSP13 and **e)** LMB2 cultures grown in presence of MBOA for 68 h, and **f)** a pure AMPO sample. The pattern of peaks in the red precipitate extracted from bacterial cultures matches pure AMPO. **g)** Pictures of AMPO-forming strains *Sphingobium* LSP13 (left) and *Microbacterium* LMB2 (right) cultivated on 100% TSA plates containing DMSO (2 mL/L) or MBOA (200 mg/L; $\sim$ 1'200 μ M) for 10 days.

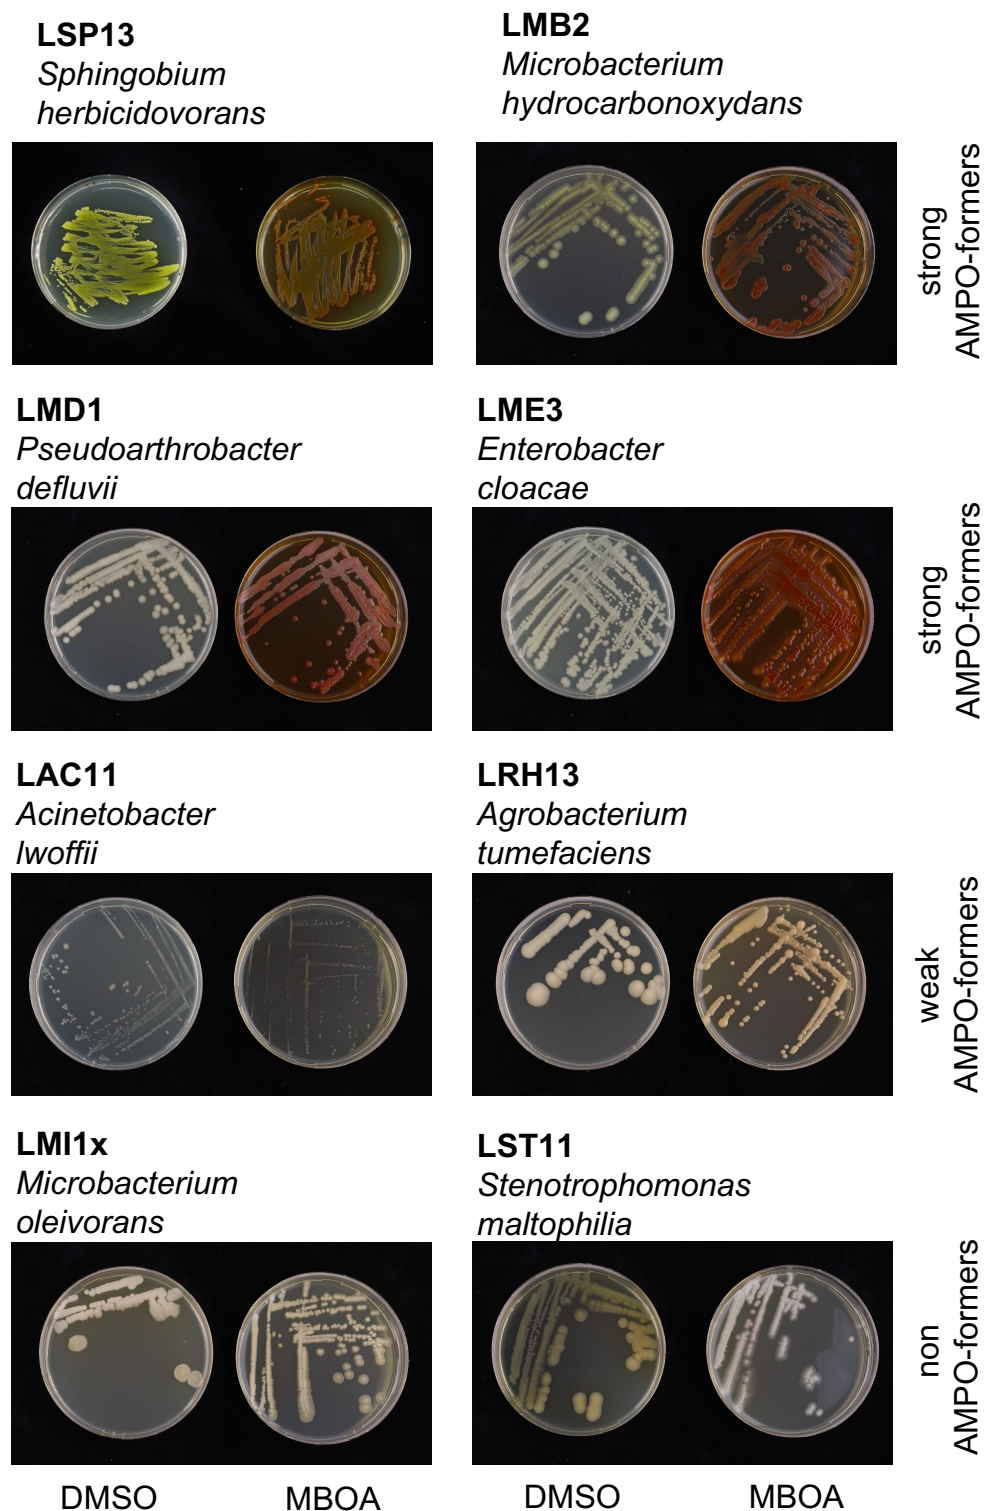

104

105 **Supplementary Figure 3: Screening for AMPO formation on MBOA containing plates.** Selected maize root bacteria
 106 on 100% TSA plates containing DMSO (2 mL/L; left) or MBOA (200 mg/L; ~1'200 µM; right) photographed after 10
 107 days of incubation. Strong AMPO-formers provoke a clear (dark) red colour on MBOA plates while weak AMPO-formers
 108 show a pale red colouration. Non AMPO-formers do not show a colour change to light or dark red on MBOA compared
 109 to the control plates. Note that images of LPS13 and LMB2 are depicted in [Supplementary Fig. 2](#) and shown again for
 110 comparison.

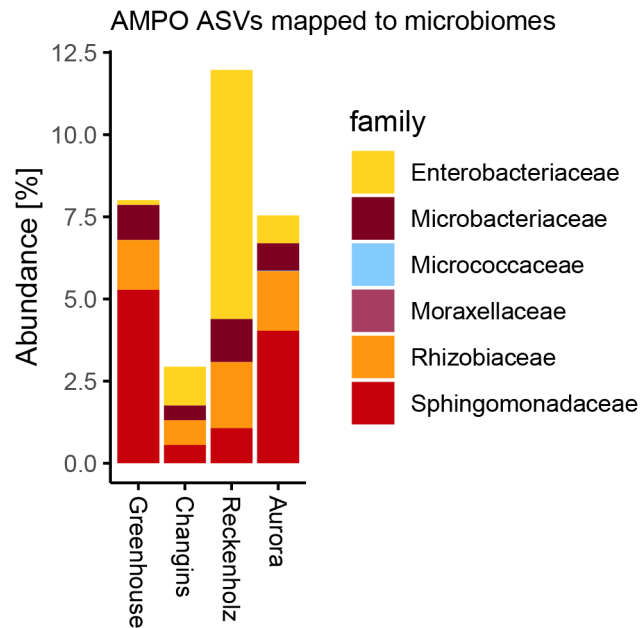

Supplementary Figure 4: Mapping of AMPO-forming maize root bacteria to microbiota data indicates that they are abundant on roots of BX-producing maize plants. The 16S rRNA gene sequences of the AMPO-forming maize strains were mapped to two maize root microbiota datasets. First, they were mapped to the greenhouse experiment described previously³, of which most MRB strains were isolated from the roots of these wild-type B73 plants. Second, they were mapped to field data⁴, where we reported bacterial communities on roots of wild-type B73 and W22 plants grown at the following locations: Changins and Reckenholz in Switzerland and Aurora in the US. The graph reports the cumulative relative abundances of all ASVs to which the sequences of the AMPO-forming isolates mapped to with at least 99% similarity.

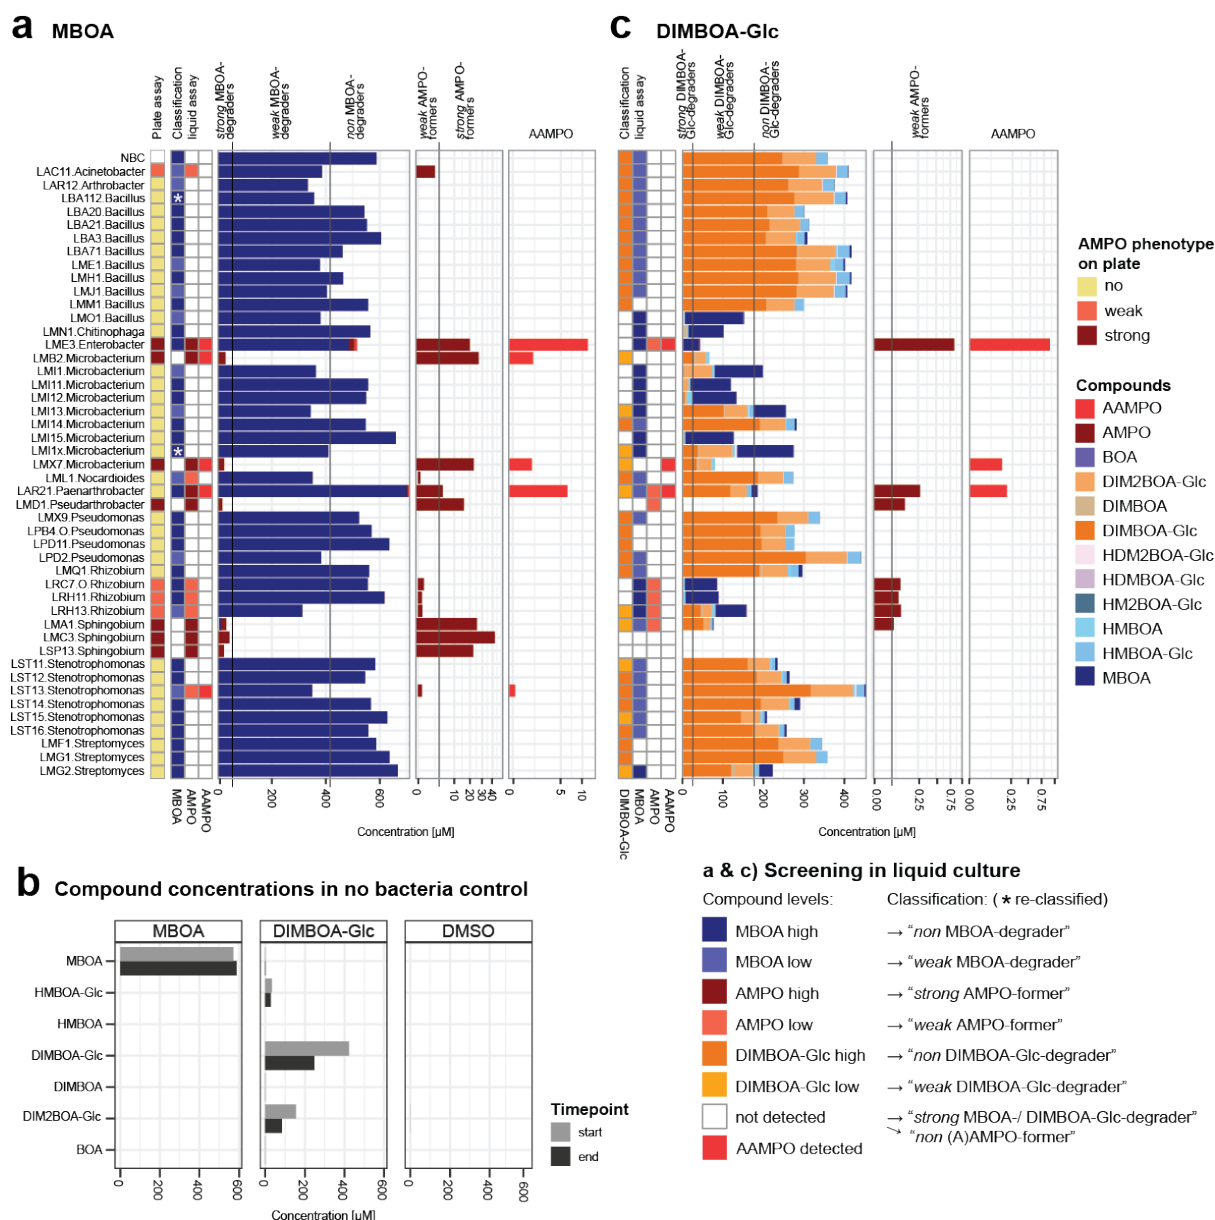

Supplementary Figure 5: Metabolisation of benzoxazinoids by maize root bacteria. We grew a set of 46 strains of the MRB collection in liquid cultures for 68 h in 50% TSB, either in presence of 500 μ M MBOA or DIMBOA-Glc and quantified their metabolisation using UPLC-MS. The metabolite measurements (n=1) were made from three independently grown samples which were pooled in equal ratios before analysis. Goals were to chemically validate AMPO formation and to test whether maize root bacteria degrade MBOA or DIMBOA-Glc without forming AMPO. **a)** Reports the assay with 500 μ M MBOA. For reference, the first panel reports the AMPO formation phenotypes as tested with MBOA-containing plates (data subset from Figure 1d). The second panel with three columns shows the qualitative classifications of the strains for MBOA degradation (non, weak or strong MBOA-degraders) and AMPO formation (non, weak or strong AMPO-formers). These classifications are based on the metabolisation profiles of all detected degradation products (third panel) represented in stacked bar graphs. The fourth and fifth panel repeats the data for AMPO and AAMPO (not used for classifications because of very low levels) with suitable scales. The vertical lines in the metabolisation profiles refer to the cut-offs used for classification (see methods for definitions). The asterisk (*) marks the re-classification of the strains LBA112 and LMI1x to 'non MBOA-degraders' because two additional experiments (Fig. 2c, Supplementary Fig. 11b) revealed that they do not degrade MBOA. **b)** The same assay was also performed with 500 μ M DIMBOA-Glc, which is not commercially available and was therefore purified from maize (~70% purity). We measured compound concentrations in the no bacteria control (NBC) samples at the start and the end of the MBOA and DIMBOA-Glc experiments and document here other co-purified benzoxazinoids (n=1). **c)** Reports the assay with DIMBOA-Glc with the qualitative classifications of the strains for DIMBOA-Glc degradation (non, weak or strong DIMBOA-Glc-degraders), MBOA and AMPO formation (non, weak or strong MBOA-/AMPO-formers) in the first panel. The corresponding metabolisation profiles of all detected degradation products and the close ups for AMPO and AAMPO are in the second, third and fourth panels, respectively. The vertical lines refer to the cut-offs used for classification (see methods for definitions).

a Bacterial growth with MBOA as sole carbon source

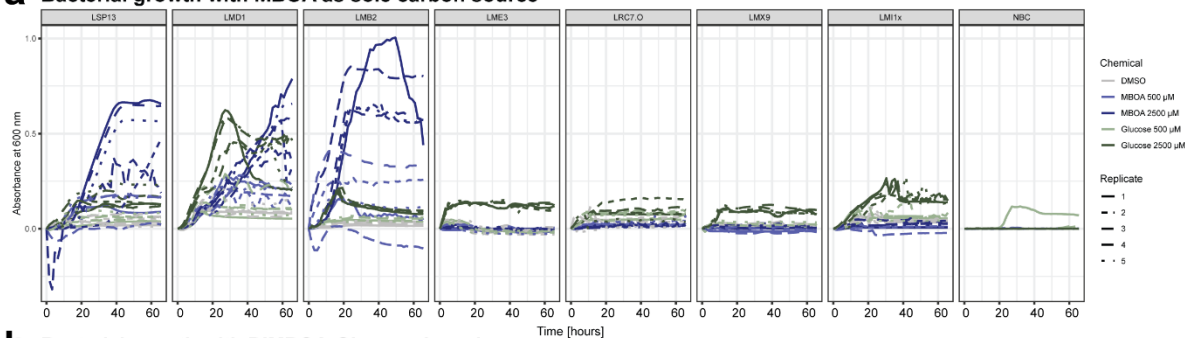

b Bacterial growth with DIMBOA-Glc as sole carbon source

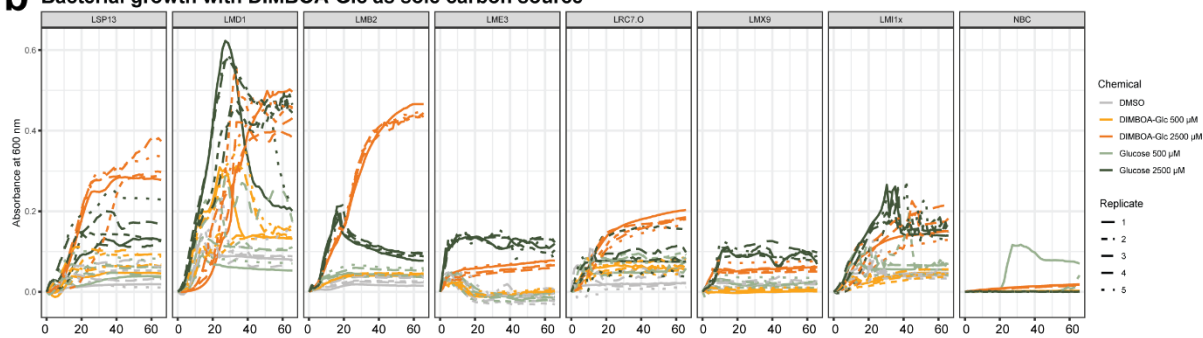

c Bacterial growth with glucose as sole carbon source and TSB

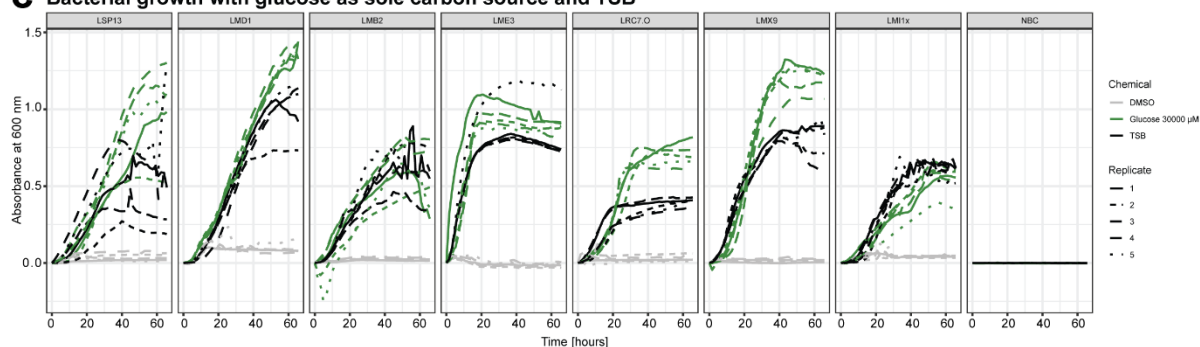

Supplementary Figure 6: Growth of maize root bacteria with benzoxazinoids as sole carbon source. a) Growth curves (absorbance at 600 nm) of bacteria growing in the minimal medium with the control treatment (DMSO), two concentrations of MBOA (500 μ M and 2'500 μ M) and the same concentrations of glucose as positive growth control. **b)** Same growth curves in the control treatment, two concentrations of DIMBOA-Glc (500 μ M and 2'500 μ M, note that the compound only has 70% purity) and with glucose. **c)** Growth curves in the control treatment and the positive control glucose (30000 μ M) and complex medium 50% TSB (TSB). For each strain, five replicates were grown (n=5).

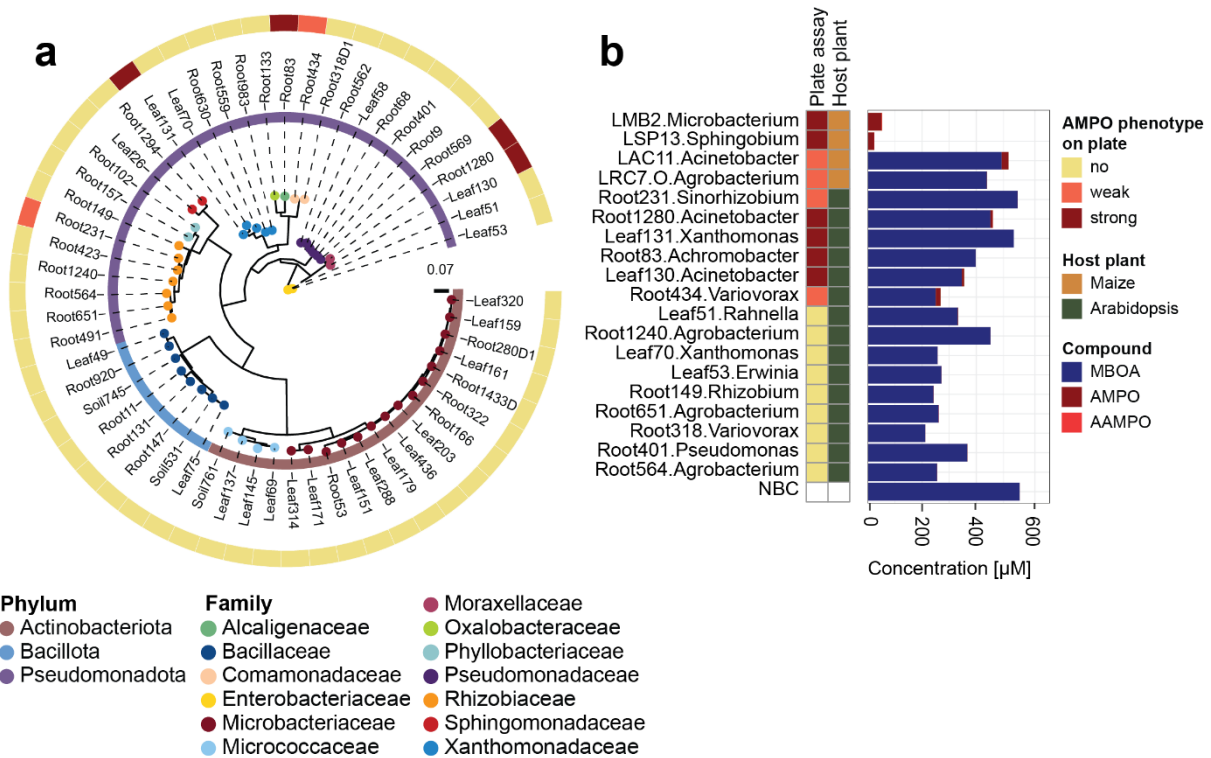

Supplementary Figure 7: Screening of Arabidopsis bacteria for AMPO formation **a)** Maximum likelihood phylogeny, constructed from the alignment of 16S rRNA gene sequences of Arabidopsis bacteria (AtSphere collection). Leaf nodes are coloured by family taxonomy and the ring next to the strain IDs reports phylum taxonomy. The surrounding ring displays the phenotype of the strains on MBOA containing plates and their phenotype classifications as strong, weak or non-AMPO-formers. **b)** Quantitative MBOA metabolisation profiles of selected Arabidopsis bacteria. For this analysis, all strains with a colour change in the plate assay (a) were selected alongside some non AMPO-formers from similar taxa. As positive controls three MRB strains were included. All cultures were grown for 68 h in 50% TSB supplemented with 500 μM MBOA. The metabolite measurements (n=1) were made from three independently grown samples which were pooled in equal ratios before analysis.

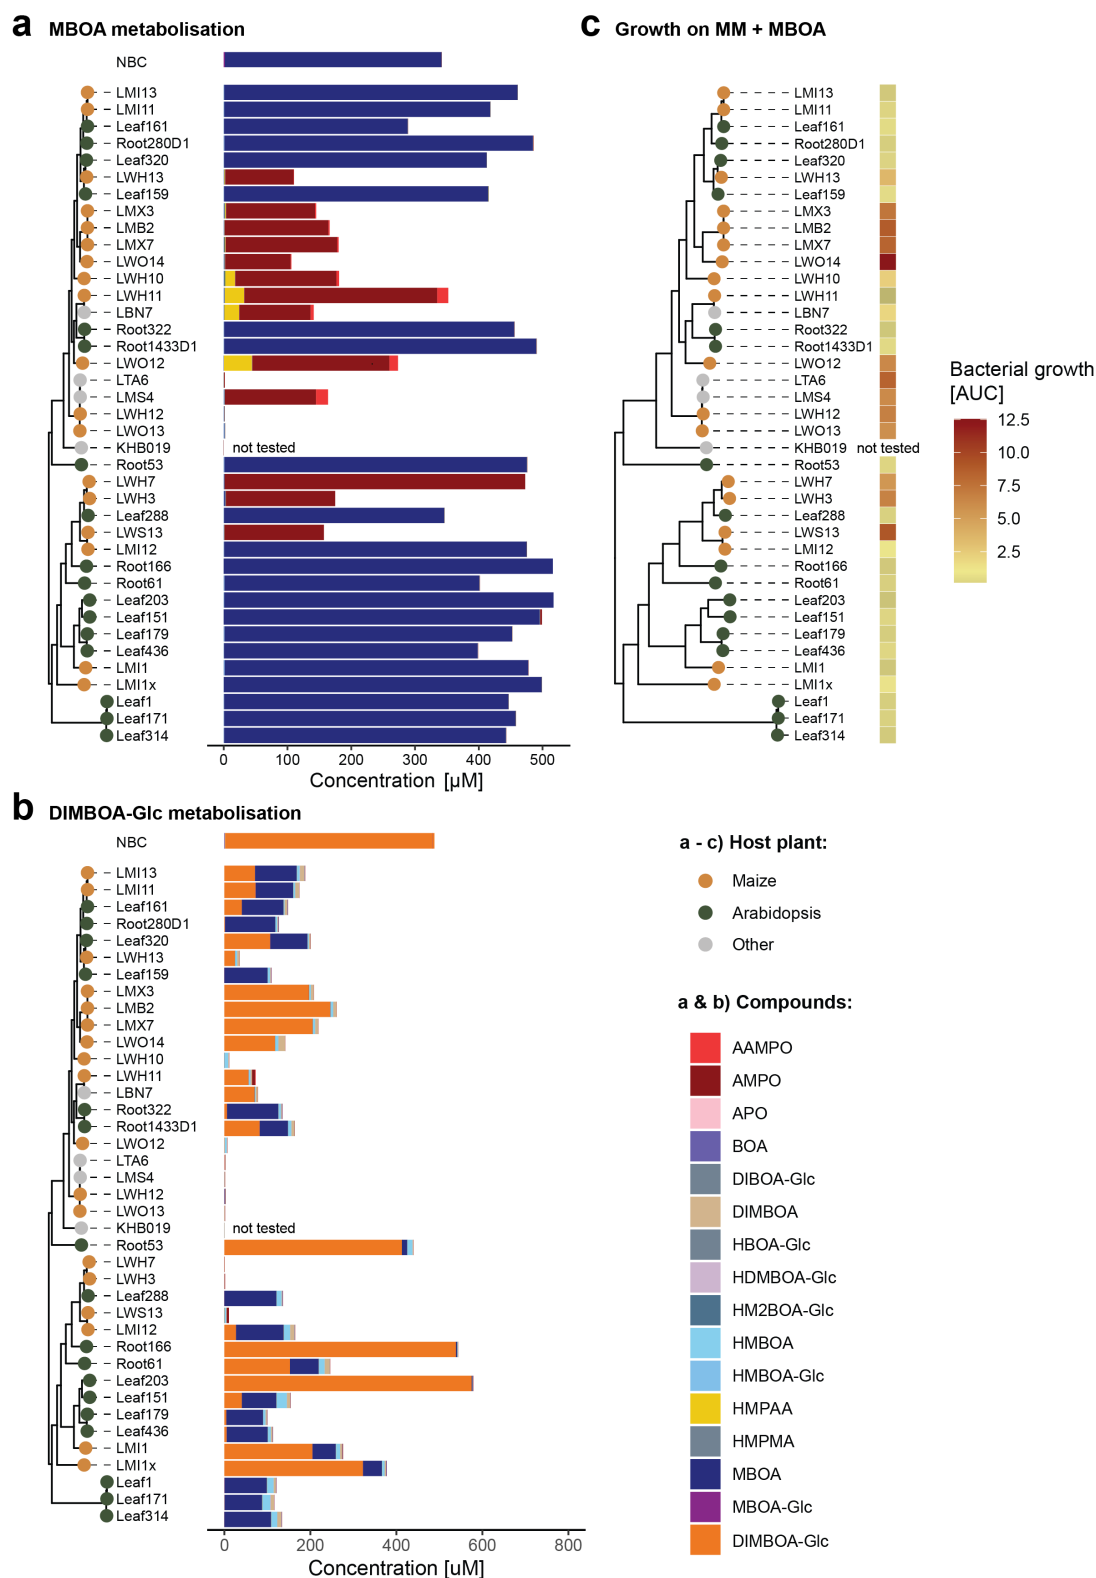

Supplementary Figure 8: Benzoxazinoid metabolisation by *Microbacterium* spp.: Phylogenetic tree with metabolite profiles of **a)** 500 µM MBOA and **b)** 500 µM DIMBOA-Glc as bar graphs. All cultures were grown for 68 h in liquid culture. The metabolite measurements (n=1) were made from three independently grown samples which were pooled in equal ratios before analysis. **c)** Total growth (representing area under growth curve over 68 h) in minimal medium with 500 µM MBOA as sole carbon source. Represented values are means from 12 independently grown cultures in two independent experiments. All cultures were grown for 68 h in liquid culture. This figure reports the quantitative data of Figure 3.

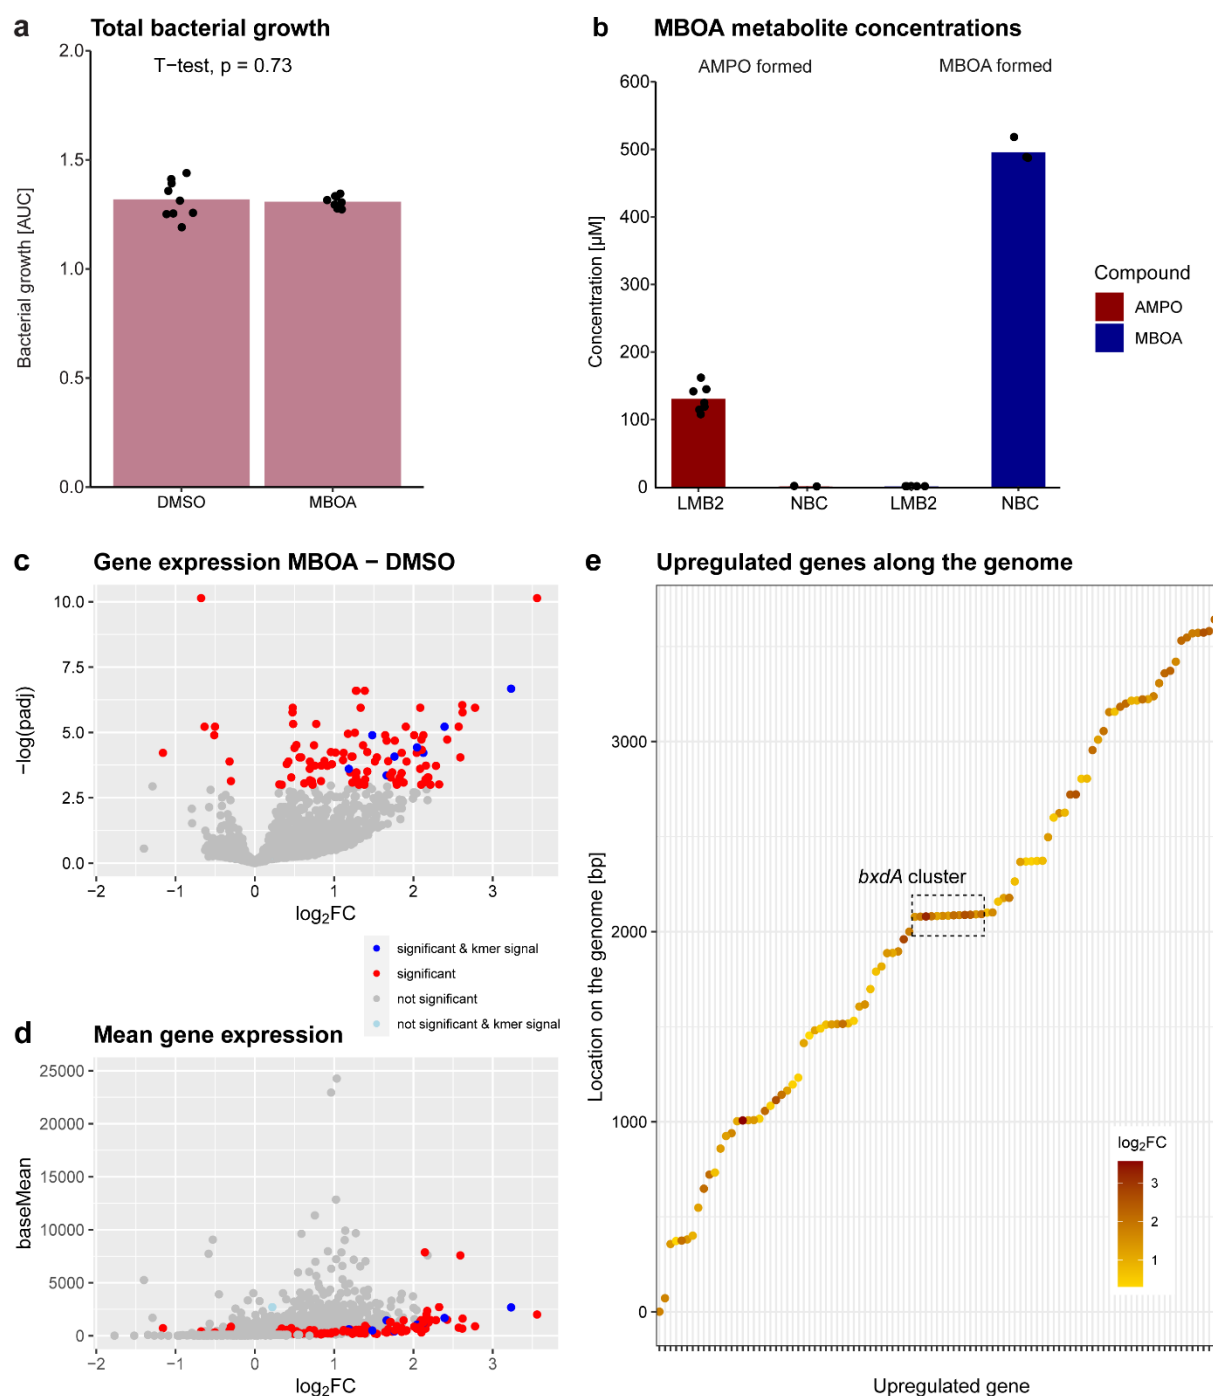

Supplementary Figure 9: Transcriptome analysis of *Microbacterium* LMB2 exposed to MBOA. *Microbacterium* LMB2 was grown in 50% TSB supplemented with DMSO or 500 μM MBOA for 16 h. **a)** Total growth of LMB2 assessed by absorbance at 600 nm. Shown is total growth (representing area under the curve, AUC) of 9 replicates each. **b)** Metabolisation profile of LMB2 ($n = 7$) and the negative control without bacteria (NBC, $n = 3$) grown in presence of MBOA. MBOA and AMPO are shown. **c)** Volcano plot and **d)** dot plot representing log₂-transformed fold-changes in response to MBOA and mean expression levels of differentially regulated genes (significant = adj. p -value < 0.05). Three very highly expressed (baseMean > 25000) unregulated genes are not shown for simplicity. **e)** Dot plot showing significantly upregulated genes (log₂FC > 0) along the genome. The y-axis refers to the location on the genome (gene number), and the x-axis contains the upregulated genes sorted by gene number. The *bxd* gene cluster is highlighted with a black box.

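In the deposited table 5 genes had a mean above 25000 in DESeq2's normalized counts, and DESeq2 called 0 of them. The gene with the most counts, LMB2_003722, took 44.3% to 81.6% of the counts of a library, LMB2_003723 took 0.69% to 13.3% and LMB2_003724 took 0.38% to 1.51%. The available tables pair none of these 3 genes with a product. Their log2 fold changes with MBOA were 0.29 (standard error 1.03, adjusted p = 0.90), -1.06 (standard error 0.71, adjusted p = 0.82) and -0.07 (standard error 0.76, adjusted p = 0.97) from edgeR's quasi-likelihood test. The sign for LMB2_003722 and LMB2_003724 depended on the setting.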

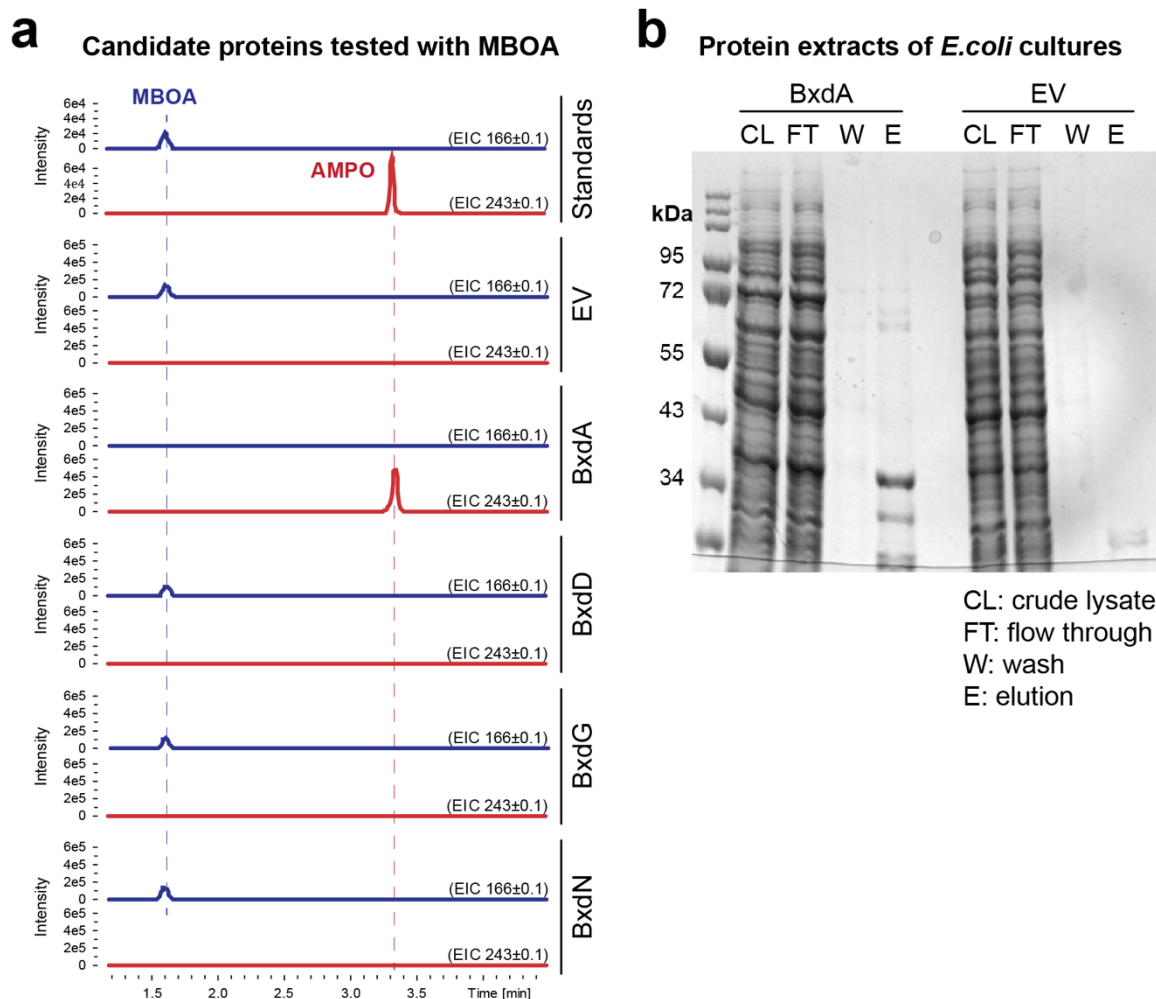

Supplementary Figure 10: BxdA converts MBOA to AMPO. **a)** Purified recombinant proteins of *E. coli* cultures (n=1) with empty vector (EV) as negative control or expressing BxdA, BxdD, BxdG or BxdN construct were incubated with the substrate MBOA, and product formation was monitored with high-pressure liquid chromatography-mass spectrometry (HPLC-MS) operated in positive mode (full-scan, EIC = extracted ion chromatogram). The EV control, BxdD, BxdG and BxdN showed no activity. Authentic MBOA and AMPO were used as standards. Note the different scales of the different y-axes. **b)** SDS-PAGE gel of protein (n=1) purification from *E. coli* cultures expressing *bxdA* (left) or the empty vector (EV, right) constructs.

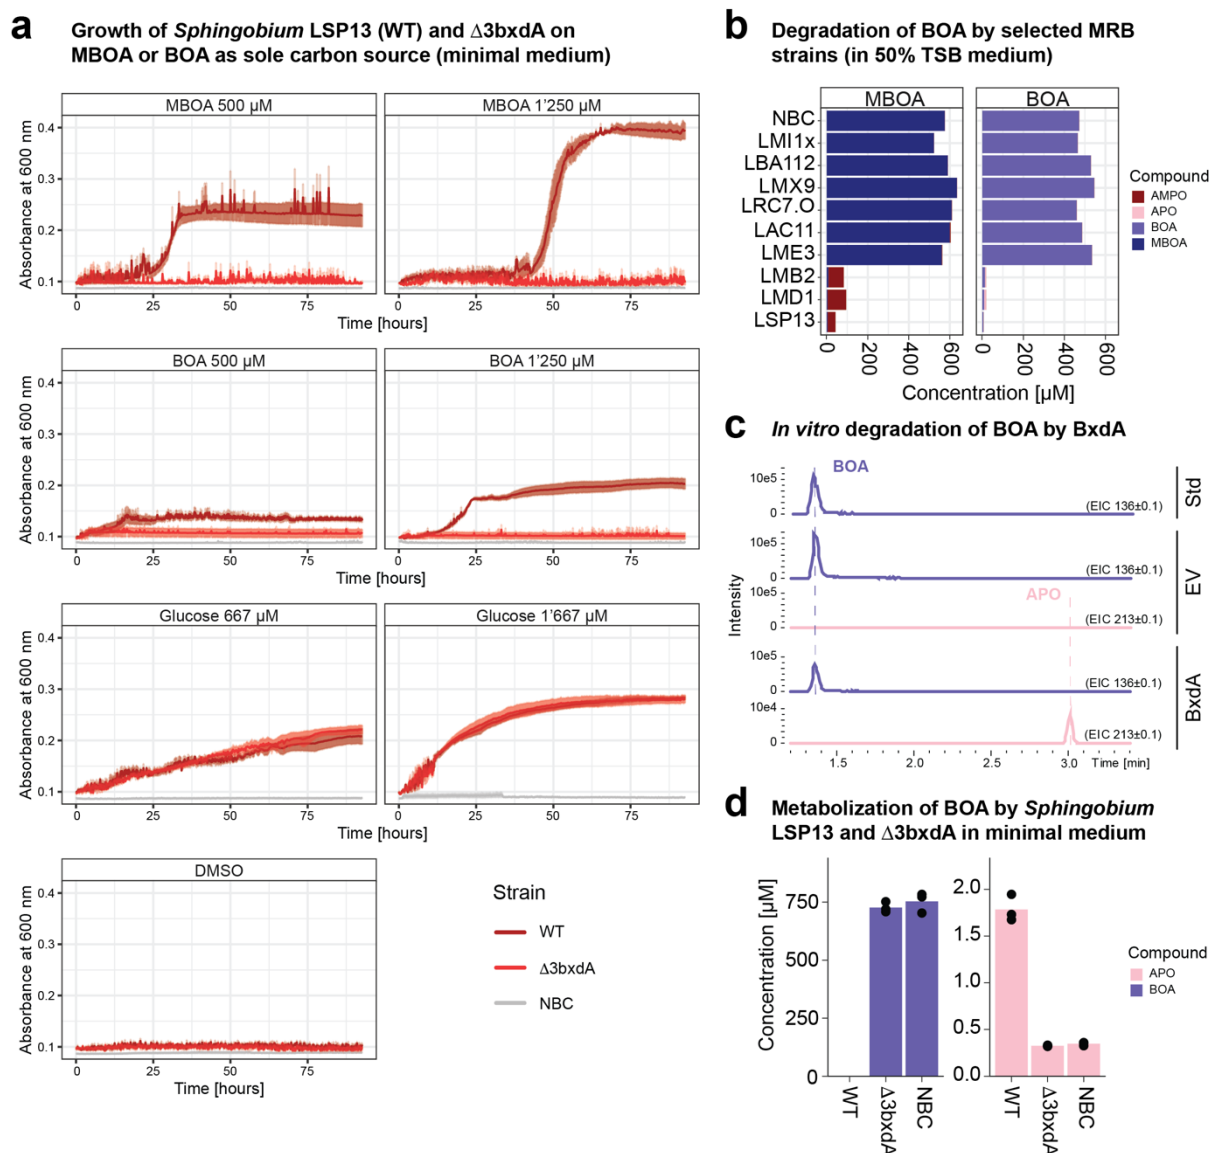

187

188 **Supplementary Figure 11: Growth of the *Sphingobium* mutant $\Delta 3\text{bxdA}$ with MBOA and BOA as sole carbon**
 189 **sources and additional experiments with BOA. a)** Growth curves of *Sphingobium* LSP13 wild-type (WT) and the
 190 $\Delta 3\text{bxdA}$ mutant in minimal medium containing MBOA or BOA as a sole carbon sources (500 and 1'250 μM). As a control,
 191 glucose was used at 667 μM and 1'667 μM corresponding to C equivalents of 500 μM MBOA and 1'250 μM MBOA,
 192 respectively. DMSO was supplied at 2 mg/L in all. Shown are the mean and SE of three biological replicates over 94 h.
 193 **b-d)** Complementary to the experiments with MBOA, we also tested the key observations with non-methoxylated BOA.
 194 **b)** Metabolisation profiles of selected strains (same set of strains as for kinetic characterisation of MBOA degradation
 195 and AMPO formation (Fig. 2c)) grown in 50% TSB supplemented with 500 μM MBOA or BOA. All cultures were grown
 196 for 68 h in liquid culture. The metabolite measurements were made from three independently grown samples which
 197 were pooled in equal ratios before analysis. **c)** *In vitro* degradation of BOA (1 mM starting concentration) by purified
 198 recombinant BxdA from LMB2 or empty vector control (EV). Note the different scales of the different y-axes. **d)** *In vivo*
 199 metabolisation of BOA by *Sphingobium* LSP13 WT and the $\Delta 3\text{bxdA}$ mutant in minimal medium supplemented with 500
 200 μM after 68 h. Shown are means and individual datapoints of 3 replicates.

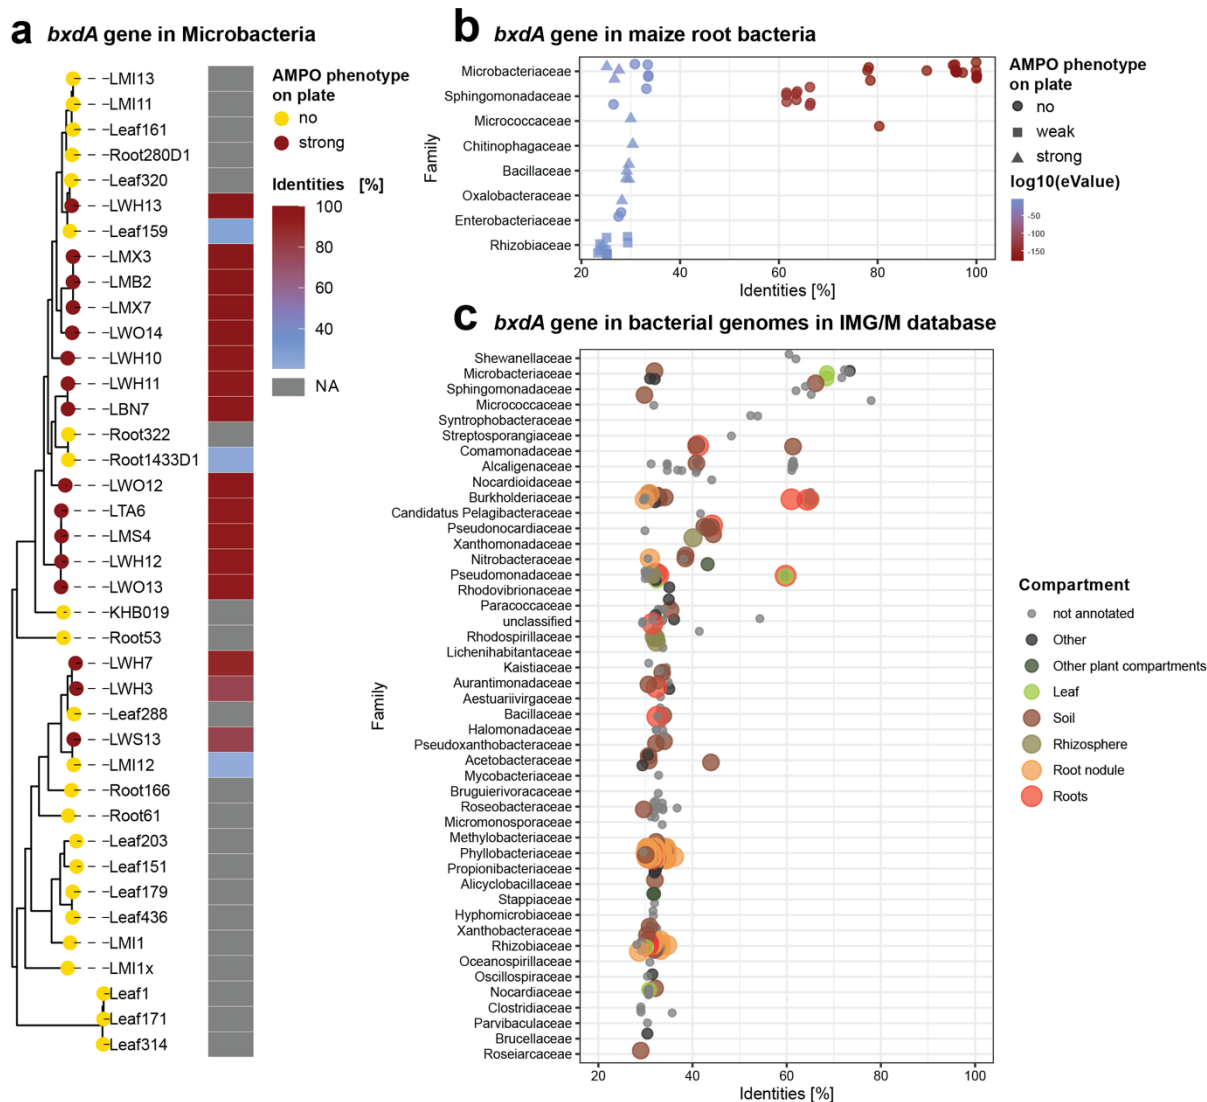

Supplementary Figure 12: BxdA is specific to maize bacteria. **a)** Homology searches with the protein BxdA of the *Microbacterium* strain LMB2 across all microbacteria used in this study, **b)** across all genome-sequenced strains of our MRB collection and **c)** against the Integrated microbial genomes / microbiome (IMG/M) database run by the Joint Genome Institute (JGI) using default parameters. BLASTP outputs report the % protein similarity (accessed December 2023).

Table S1: List of genes present in the *bxd* gene cluster and information on identification of association by different methods.

Gene	Locus Nr ¹	Annotation	Type	OG method ²			Kmer ³			RNAseq ⁴	
				OG	sensitivity	specificity	adj. <i>P</i>	seqs	adj. <i>P</i>	log ₂ FC	adj. <i>P</i>
<i>bxdA</i>	002078	N-acyl homoserine lactonase family protein	Enzyme	OG0002374	100	83	5.0E-05	13	9.2E-10	1.5	7.5E-03
<i>bxdB</i>	002079	RidA family protein	Enzyme	**OG0001787**	**100**	**100**	**8.6E-09**			**1.9**	**5.4E-03**
<i>bxdC</i>	002080	acyl-CoA dehydrogenase family protein	Enzyme	OG0000173	100	91	1.3E-06	12	2.5E-07	3.2	1.3E-03
<i>bxdD</i>	002081	aldehyde dehydrogenase family protein	Enzyme					13	9.2E-10	2.0	1.2E-02
<i>bxdE</i>	002082	thiamine pyrophosphate-dependent enzyme	Enzyme	**OG0002973**	**100**	**100**	**8.6E-09**	13	9.2E-10	1.2	2.7E-02
<i>bxdF</i>	002083	2-oxo acid dehydrogenase subunit E2	Enzyme	**OG0002972**	**100**	**100**	**8.6E-09**	14	9.2E-10	1.7	3.5E-02
<i>bxdG</i>	002084	VOC family protein	Enzyme	OG0002811	100	91	1.3E-06			**1.3**	**4.3E-02**
<i>bxdH</i>	002085	GntR family transcriptional regulator	Transcriptional regulator	OG0002086	100	78	3.2E-04			1.0	7.9E-02
<i>bxdI</i>	002086	acyl-CoA dehydrogenase family protein	Enzyme	OG0000173	100	91	1.3E-06	14	9.2E-10	2.1	1.5E-02
<i>bxdJ</i>	002087	flavin reductase	Enzyme					13	9.2E-10	1.8	1.7E-02
<i>bxdK</i>	002088	RidA family protein	Enzyme	**OG0001787**	**100**	**100**	**8.6E-09**			2.6	2.4E-03
<i>bxdL</i>	002089	M24 family metalloproteinase	Enzyme	**OG0002149**	**100**	**100**	**8.6E-09**	14	9.2E-10	2.4	5.4E-03
<i>bxdM</i>	002090	LacI family DNA-binding transcriptional regulator	Transcriptional regulator							1.1	7.4E-02
<i>bxdN</i>	002091	NAD(P)-dependent oxidoreductase	Enzyme	**OG0002971**	**100**	**100**	**8.6E-09**			**1.4**	**3.0E-02**
<i>bxdO</i>	002092	NADPH-dependent F420 reductase	Enzyme	OG0002551	100	87	8.3E-06			2.1	2.6E-03

¹ Locus numbers corresponding to the gene locus tags with "MRBLMB2_" omitted.
^{2,3} Fisher's Exact tests, p-values adjusted for multiple comparisons using the Benjamini-Hochberg method.
⁴ Wald tests, p-values adjusted for multiple comparisons using the Bonferroni method.
²⁻⁴ Results for the different methods used to identify the *bxd* gene cluster (see methods for details). Significant results are indicated in bold.

209 **Supplementary Table 2: List of primers used for heterologous expression of LMB2 candidate proteins**

Name	Direction	Target	Sequence
**bxdA_pF_Fw**	forward	<i>bxdA</i>	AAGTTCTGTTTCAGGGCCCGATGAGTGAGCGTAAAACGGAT
**bxdA_pF_Rv**	reverse	<i>bxdA</i>	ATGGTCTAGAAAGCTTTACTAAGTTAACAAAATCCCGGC
**bxdD_pF_Fw**	forward	<i>bxdD</i>	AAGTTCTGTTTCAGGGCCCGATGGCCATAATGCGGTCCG
**bxdD_pF_Rv**	reverse	<i>bxdD</i>	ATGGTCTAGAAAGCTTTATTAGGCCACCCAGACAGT
**bxdG_pF_Fw**	forward	<i>bxdF</i>	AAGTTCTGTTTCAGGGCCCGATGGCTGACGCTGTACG
**bxdG_pF_Rv**	reverse	<i>bxdF</i>	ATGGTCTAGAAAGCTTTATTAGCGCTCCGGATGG
**bxdN_pF_Fw**	forward	<i>bxdN</i>	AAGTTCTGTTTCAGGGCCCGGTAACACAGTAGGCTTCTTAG
**bxdN_pF_Rv**	reverse	<i>bxdN</i>	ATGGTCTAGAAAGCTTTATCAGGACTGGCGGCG
**pOPINF_Fw**	forward	vector	TAATACGACTCACTATAGGG
**pOPINF_Rv**	reverse	vector	TAGCCAGAAGTCAGATGCT

210

211 **Supplementary Table 3: List of plasmids used for generation of the Δ 3bxdA *Sphingobium* mutant**

Name	Description	Reference
**pAK405**	pBR322 <i>oriV</i> , RP4 <i>oriT</i> , <i>lacZ'</i> , <i>nptII</i> , <i>rpsL1</i>	5
**pTETSIX**	pMB1 <i>oriV</i> , <i>P_{tuf}-mCherry</i> , <i>bla</i> , <i>tetA(C)</i> , RP4 <i>oriT</i>	6
**pAW02**	pAK405 carrying flanking regions for MRBLSP13_002921 knock-out	this study
**pAW07**	pTETSIX carrying flanking regions for MRBLSP13_002227 knock-out	this study
**pAW09**	pTETSIX carrying flanking regions for MRBLSP13_003006 knock-out	this study

212

Supplementary Table 4: List of oligos used for generation of the $\Delta 3\text{bxdA}$ *Sphingobium* mutant

Oligo	Sequence (5'-3') ¹	Purpose ²	Ref.
**pK18F**	ATGCTTCCGGCTCGTATGTTG	Sequencing pAK405 derivatives	5
**pK18R**	TAAGTTGGGTAACGCCAGG	Sequencing pAK405 derivatives	5
**red-2**	GTCTGACGCTCAGTGGAACG	Sequencing pTETSIX derivatives	6
**oKS1**	AGGA <u>AAGCTT</u> TCCGCCTTGCAATGGTCG	Ampl. upstream region of LSP13_2921 for pAW02	this study
**oKS2**	AGATCTAGAGATTGGGGTACTCATTGCAC	Ampl. downstream region of LSP13_2921 for pAW02	this study
**oKS3**	AGGTCTAGAAATCATTACACCTGAGGAGC	Mutant screening	this study
**oKS4**	GAGGAATTCGCGATATAGCCCATCATCTC	Mutant screening	this study
**oKS13**	CGCCATGTTTGCTCGAGGA	LSP13_2921	this study
**oKS14**	CTCGAACGGATTGACATCCG	Mutant screening	this study
**oKS15**	GCGATCAAGCCGTCAATCC	LSP13_3006	this study
**oKS16**	TAACACCGTCAGGCCACAC	Mutant screening	this study
**oKS17**	CAACTGGGTGCCAGGTATAA	LSP13_2921	this study
**oKS18**	AGCGATCGGTTCCGATCGT	Ampl. upstream region of LSP13_2227 for pAW07	this study
**oKS23**	ATATCTAGAAAGGTCCGATCAGTCGCGA	Ampl. downstream region of LSP13_2227 for pAW07	this study
**oKS24**	ATAGGTACCTATAATCGATGGGCCGACCAC	Ampl. upstream region of LSP13_3006 for pAW09	this study
**oKS25**	ATAGGTACCCACACCTAAACGTACAGGC	Ampl. downstream region of LSP13_3006 for pAW09	this study
**oKS26**	ATAATGCATGCGCAACGAATATGATTGCG	Mutant confirmation	this study
**oKS27**	ATATCTAGAAAGGCCGGCAGCTACAAC	LSP13_2227	this study
**oKS28**	ATAGGTACCGCCGAAAAAGTCCTGCAT	Mutant confirmation	this study
**oKS29**	ATAGGTACCGCACGAAAGTCTACACCTGA	LSP13_2921	this study
**oKS30**	ATAATGCATCGCCGAAGAAGCAGGAAAAT	Mutant confirmation	this study
**oKS33**	CAGCACGAGACCGAAGAGGA	LSP13_3006	this study
**oKS34**	GATCTGGTTGAACGCGTTGC	Sequencing pTETSIX derivatives	this study
**oKS35**	AGACCGAAGAGGAAAAGGCT	Mutant confirmation	this study
**oKS36**	GGAAGACGCTCAACTGGTTC	LSP13_2921	this study
**oKS37**	GTCTGAAGCAATCCTCGTGAC	Mutant confirmation	this study
**oKS38**	CCGAAGGTGTGGCTTTCCTT	LSP13_3006	this study
**oKS40**	GGATGACGATGAGCGCATTG	Sequencing pTETSIX derivatives	this study
**oKS41**	GAAGGTTATCAGGGAACCCG	Mutant confirmation	this study
**oKS42**	GCGATGGCATGAGATAACCC	LSP13_2921	this study
**oKS43**	TTTTTCAGGTGACGCCTGACC	Mutant confirmation	this study
**oKS44**	ATGCTTTTCGCCTGCTCAAGG	LSP13_2227	this study
**oKS45**	GGTCTTTCCGCATCCTACTT	Mutant confirmation	this study
**oKS46**	CTGTTTACCGCTGGCCATTT	LSP13_3006	this study

¹ restriction sites are underlined² "MRBLSP13_00" is for better readability abbreviated to "LSP13_" in gene names.

Supplementary References

1. Bai, Y. *et al.* Functional overlap of the Arabidopsis leaf and root microbiota. *Nature* **528**, 364–369 (2015).
2. Frey, M. *et al.* Benzoxazinoid biosynthesis, a model for evolution of secondary metabolic pathways in plants. *Phytochemistry* **70**, 1645–1651 (2009).
3. Hu, L. *et al.* Root exudate metabolites drive plant-soil feedbacks on growth and defense by shaping the rhizosphere microbiota. *Nature Communications* **9**, 2738–2738 (2018).
4. Cadot, S. *et al.* Specific and conserved patterns of microbiota-structuring by maize benzoxazinoids in the field. *Microbiome* **9**, 103–103 (2021).
5. Kaczmarczyk, A., Vorholt, J. A. & Francez-Charlot, A. Markerless gene deletion system for sphingomonads. *Applied and Environmental Microbiology* **78**, 3774–3777 (2012).
6. Ledermann, R., Strebel, S., Kampik, C. & Fischer, H.-M. Versatile Vectors for Efficient Mutagenesis of *Bradyrhizobium diazoefficiens* and Other Alphaproteobacteria. *Applied and Environmental Microbiology* **82**, 2791–2799 (2016).

# Supplementary material for: The lactonase BxdA mediates metabolic specialisation of maize root bacteria to benzoxazinoids
**Source:** Nat Commun. 2024 Aug 2;15:6535. doi: 10.1038/s41467-024-49643-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

- Supplementary Data 1:** Table listing all bacterial strains used for this study including the three *Microbacterium* strains isolated and sequenced in this study, maize root bacteria (MRB) and Arabidopsis bacteria (AtSphere).
- Supplementary Data 2:** Excel file listing all the results of the OrthoFinder approach for all orthogroups across the genome across the microbacteria.
- Supplementary Data 3:** Table listing the kmers with the highest scores across the microbacteria.
- Supplementary Data 4:** The file reporting the expression, the differential change between the treatments and the statistics of all the genes in the *Microbacterium* LMB2 genome.
- Supplementary Data 5:** Excel file including the results of the blast of *bxdA* to the IMG database of JGI.

# Supplementary material for: The lactonase BxdA mediates metabolic specialisation of maize root bacteria to benzoxazinoids
**Source:** Nat Commun. 2024 Aug 2;15:6535. doi: 10.1038/s41467-024-49643-w
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	We provide all source data (together with the analysis R scripts) on GitHub (https://github.com/PMI-Basel/Thoenen_et_al_AMPO_formation).
Data analysis	We analysed all our data in R and used R to prepare the manuscript figures. We provide all R scripts (together with the source data) on GitHub (https://github.com/PMI-Basel/Thoenen_et_al_AMPO_formation).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The bacterial genome data (raw reads and annotated genomes) is available from the BioProjects PRJNA1009252 (MRB collection21) and PRJNA1083430 (new strains). We have deposited the sequences of the transcriptome experiment at NCBI's Gene Expression Omnibus (GEO) under the accession number GSE263275. We have deposited all source data together with all analysis scripts on GitHub.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☐ Life sciences ☐ Behavioural & social sciences ☒ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description

Research sample

Sampling strategy

Data collection

Timing and spatial scale

Data exclusions

Reproducibility

Randomization

Blinding

Did the study involve field work? ☐ Yes ☒ No

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☒	☐ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☐	☒ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	This study involved bacteria isolated from maize roots. The taxonomies of all 110 strains is reported in Dataset S1.
Wild animals	These bacteria were mostly isolated from wild-type maize plants that were grown in natural soil. We have described the isolation effort of these bacteria in an earlier publication (Thoenen et al. 2023, PNAS)
Reporting on sex	not applicable
Field-collected samples	We have described the isolation effort of these bacteria in an earlier publication (Thoenen et al. 2023, PNAS)
Ethics oversight	No ethical approval was required for this study

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	We grew wild-type maize plants (inbred line B73) and BX-deficient bx1(B73) maize, wheat (variety CH Claro), Medicago sativa (from Sativa, Rheinau, Switzerland), Brassica napus (Botanik Saemereien AG, Pfäeffikon, Switzerland) and Arabidopsis thaliana (Col-0)
Novel plant genotypes	This work did not generate novel plant genotypes
Authentication	Not applicable

How the deposited data were processed for this re-analysis (not part of the article)

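The RNA-seq experiment compared *Microbacterium* LMB2 grown for 16 h in 50% TSB with 500 µM MBOA or with DMSO, with 5 libraries per group. The authors pooled 6 wells per sample, depleted ribosomal RNA, sequenced stranded paired-end libraries, mapped the reads to the LMB2 genome with HISAT2 and counted reads per gene with featureCounts. The values in the deposited table are these raw counts, with no normalization, for 3725 genes and 10 libraries, and 0 columns of it were left unused. The labels name HISAT2 and featureCounts without versions.

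Group, replicate number and treatment of each library came from the sample labels, and the dose and growth conditions from the methods. Counts summed to 9.11e6 to 11.6e6 per library. A single gene took 44.3% to 81.6% of them. The median count per gene was 227 to 341 in the DMSO libraries and 103 to 935 in the MBOA libraries, which limits the precision for low genes in some MBOA libraries.

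From the counts, edgeR 4.0.16 in R 4.3.3 fitted both groups (filterByExpr with its minimum count of 10, TMM factors, quasi-likelihood F test, no covariate), and a gene was called at a Benjamini-Hochberg adjusted p below 0.05 with no minimum fold change. Standard errors of edgeR's log2 fold changes were taken as the fold change divided by the square root of F. The common dispersion was 0.167. DESeq2 1.42.0 was run with its defaults (filtering set for an adjusted p of 0.1). An adjusted p that DESeq2 leaves out was kept as missing. Set tests were limma 3.58.1's fry and camera (preset correlation 0.01, and an estimated correlation of 0.97 for the *bxd* genes). The mean log2 CPM (prior count 2) of the 15 *bxd* genes was compared by an exact permutation test over 252 groupings, and runs of adjacent called genes against 100000 shuffles of gene positions. Fisher's exact tests were two-sided.

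The genes named were to be the *bxd* genes, the kmer and orthogroup genes of the paper, the 10 largest changes per direction and up to 4 called members of each of 18 lists of product names, members of other runs of at least 3 adjacent called genes, and the 3 genes with the most counts. Because edgeR called no gene, only the *bxd*, kmer, orthogroup and most counted genes follow from this rule. The list members named were those called by DESeq2 and were chosen after their values were seen. The paper's values for the rows of Supplementary Data 4 that could be read had been seen when the rule was written. Product names came from Supplementary Table 1 and from the first 1999 of 3728 rows of Supplementary Data 4, of which 1810 rows (90.5%) were paired with a gene of the table by value and order. The log2 fold changes of the paired genes differed from the paper's by at most 0.089, with a median of 0.0034. A reference table of the assembly ASM4067633v1 held all 1825 paired locus tags, and no coordinates were taken from it because the deposited table names no build. The patterns of the lists were made case-sensitive after a first result had been seen, because they had caught unrelated products. The list of respiratory chain and ATP synthase genes had 0 paired members. Lists were described by counts of called genes and medians of their members, with no set test, because the table of products is incomplete.

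Alternatives chosen before the data were examined were RLE factors, removal of genes over 5% of a library, DESeq2, voom with quality weights, robust fitting, no filter, at least 10 counts in every library, an adjusted p below 0.01, Bonferroni adjustment, 1 surrogate variable (sva 3.50.0), a block for replicate numbers 1, 2 and 5, a prior count of 0.5 and leaving out each library in turn. DESeq2 with its filter set for 0.05, and fits without MBOA replicates 5 and 7, were added after the data were seen. The DESeq2 result was known before edgeR was run.

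The fits were tested on simulated counts, 10 tables per spread, each with 200 of the 3723 genes changed by known folds between MBOA and DMSO. With the spread of all 10 libraries, edgeR recovered 30.5% of the genes changed by a log2 fold of 1, 82.8% of those changed by 2 and 97.5% of those changed by 3, and DESeq2 recovered 59.0%, 95.2% and 99.5%. Of the calls, 4.28% for edgeR and 20.6% for DESeq2 were unchanged genes. With the spread of the DMSO libraries alone these shares were 4.74% and 7.54%. In these simulations genes vary independently, unlike the real libraries. Each gene also has the same dispersion in both groups. In the real libraries the *bxd* mean had an SD of 1.02 with MBOA and of 0.10 with DMSO. The simulated shares are therefore not estimates for the real calls.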

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

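In 90 groups of 5 libraries (total counts, shares of the most counted genes, the *bxd* mean and the log2 CPM of the named genes), 2 single libraries lay far from the rest of their group, where chance gives about 1 in 20 groups. LMB2_003724 took 0.384% of the counts in MBOA replicate 1, against 0.962% to 1.20% in the other MBOA libraries. The heme oxygenase gene MRBLMB2_001606 had a log2 CPM of 4.74 in DMSO replicate 6, against 5.05 to 5.15 in the other DMSO libraries.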

How the results depend on the processing

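Fits without MBOA replicates 5 and 7 and DESeq2 with its filter set for 0.05 were chosen after the data were seen. The 15 *bxd* genes had positive log2 fold changes in every fit listed here. With edgeR's quasi-likelihood test 0 genes were called higher or lower with RLE factors, with genes over 5% of a library removed, with robust fitting, without a filter, with at least 10 counts in every library, at an adjusted p below 0.01 and with Bonferroni adjustment. In the fit reported above, 259 genes were higher and 51 lower at an unadjusted p below 0.05. Other fits called, in the order genes higher, genes lower, *bxd* genes, kmer genes, orthogroup genes and longest run of adjacent genes: DESeq2 102, 8, 13, 8, 6 and 7; voom with quality weights 294, 534, 14, 8, 6 and 7; 1 surrogate variable 472, 940, 15, 8, 6 and 15; DESeq2 with its filter set for 0.05 94, 14, 13, 8, 6 and 7; edgeR without MBOA replicates 5 and 7 246, 597, 12, 8, 6 and 6; and DESeq2 without them 471, 764, 13, 10, 6 and 7. Leaving out 1 library at a time gave 0 to 3 genes higher and a longest run of 0 to 1, with the highest values without MBOA replicate 1, and 0 in the 4 other counts. Of the 102 genes called higher by DESeq2, 90 were called higher by voom, 102 with the surrogate variable and 70 by edgeR without MBOA replicates 5 and 7.

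The difference in *bxd* cluster mean was 1.10 to 1.68 when 1 library was left out, each with an exact permutation p under 0.05, and 0.63 without MBOA replicates 5 and 7. Fry's p for the *bxd* set was 0.0089 without MBOA replicates 5 and 7 and 0.011 to 0.059 when 1 library was left out. It exceeded the threshold without DMSO replicate 1 (0.054), 4 (0.052) or 5 (0.052) and without MBOA replicate 5 (0.059) or 7 (0.055). Camera's p with an estimated correlation was 0.061 with voom weights and 0.092 without MBOA replicates 5 and 7.

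Replicate numbers 1, 2 and 5 occur in both groups, but neither the paper nor the labels say that they pair the cultures. The deviations of same-numbered libraries correlated at -0.18, 0.02 and -0.24, and those of unlike numbers at -0.33 to 0.26. These 3 pairs gave no sign of a pairing but are too few to exclude it. With the replicate block on these 6 libraries edgeR called 0 genes, fry's p was 0.16, camera's p with an estimated correlation was 0.070 and the cluster difference was 1.27 (exact sign-flip p = 0.25, the smallest that 3 pairs allow). On the same 6 libraries without the block edgeR called 0 genes, fry's p was 0.15 and camera's p with an estimated correlation was 0.039. Fry's p was thus similar with and without the block. Whether the smaller number of libraries or the choice of these 6 raised it cannot be told apart, as it was 0.0089 without MBOA replicates 5 and 7. Camera's p passed the threshold on these 6 libraries without the block and missed it with the block.

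The genes whose log2 fold changes changed sign did not pass edgeR's test with all libraries, but MRBLMB2_001857 and MRBLMB2_001858 passed in opposite directions in other fits, lower with the surrogate variable (adjusted p = 0.0065 and 0.033) and higher by DESeq2 without MBOA replicates 5 and 7 (adjusted p = 0.020 and 0.042). Those of MRBLMB2_000341, MRBLMB2_000891, MRBLMB2_001857 and MRBLMB2_001858 were 0.16, -0.0393, 0.23 and 0.18 with voom weights, 0.29, -0.0861, 0.30 and 0.22 without MBOA replicates 5 and 7, and 0.29, -0.0878, 0.30 and 0.22 with DESeq2 without them. With 1 library left out they were -0.30 to 0.11 for MRBLMB2_000341, -0.48 to 0.0449 for MRBLMB2_001857 and -0.36 to 0.0145 for MRBLMB2_001858, and MRBLMB2_001857 was at 0.0158 in the 6 numbered libraries without the block. LMB2_003722 was at -1.02 with voom weights, -0.43 with the surrogate variable, -0.53 with the replicate block, -1.01 without MBOA replicates 5 and 7 (also with DESeq2) and -0.14 to 0.62 with 1 library left out. LMB2_003724 was at 0.10 with RLE factors and with DESeq2 under both filters, and at -0.44 to 0.28 with 1 library left out. The cause of these changes was not tested.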

Differences from the paper's values

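The paper reports 108 differentially regulated genes, 101 up and 7 down, or 2.9% of genes, at an adjusted p below 0.05, and edgeR called 0, 0, 0 and 0%, with 259 genes higher and 51 lower at an unadjusted p below 0.05. Among the alternatives set before the data were examined, DESeq2, which the paper's methods name, gave 110 genes, 102 up and 8 down, or 2.95%, within 1.5 times of the paper's values. Voom with quality weights gave 294 up and 534 down, 1 surrogate variable gave 472 up and 940 down, and leaving out MBOA replicate 1 gave 3 up, all outside that range. Every other alternative called 0 genes. DESeq2 with its filter set for 0.05, chosen after the values were seen, gave 94 up and 14 down, of which all 94 were among the 102. How many of the paper's called genes it drops could not be counted, because part of the paper's table is missing.

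Of the *bxd* genes, 13 have an adjusted p below 0.05 in the paper's Supplementary Table 1, and edgeR called 0 (15 at an unadjusted p below 0.05). DESeq2 called 13, voom with quality weights 14 and 1 surrogate variable 15, and the other alternatives set before the data were examined called 0. The paper counts 8 genes found by kmers and RNA-seq and 6 found by orthogroups and RNA-seq, and edgeR called 0 of each (8 and 6 at an unadjusted p below 0.05). DESeq2, voom with quality weights and 1 surrogate variable each called 8 and 6, and the other alternatives set before the data were examined called 0. With edgeR, adjusting over the list alone called 15 *bxd*, 8 kmer and 6 orthogroup genes.

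The legend of Supplementary Fig. 9 leaves out 3 very highly expressed genes by the paper's count, and 5 genes in the deposited table had a DESeq2 mean above its bound of 25000. No alternative was run for this count.

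The paper states that transcripts of the entire cluster were significantly higher. In its own Supplementary Table 1, *bxdH* and *bxdM* are not below 0.05, and DESeq2 here gave them adjusted p-values of 0.079 and 0.073. The exact permutation test of the cluster mean (p = 0.0079) and limma's fry (p = 0.028) passed for the cluster as a whole. Neither tests each gene, and neither is independent evidence, because the cluster was chosen partly from the same libraries. Fry's p exceeded 0.05 in 5 of the 10 fits with 1 library left out. The notes of that table name the Bonferroni method for these p-values. They were 0.862 to 1.10 times the Benjamini-Hochberg adjusted p-values of DESeq2 here, whereas the Bonferroni method leaves 3 of the 15 genes below 0.05.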

Other observations

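The tests on the *bxd* run of genes, on its flanking genes and on what sets MBOA replicates 5 and 7 apart were chosen after the result was seen, as were all fits without these replicates. The gene lists are limited to members with a product name that could be paired. The 9 ribosomal protein genes had a median difference from DMSO of 1.15 on the log2 scale in MBOA replicates 5 and 7 and of -1.35 in MBOA replicates 1, 2 and 3, and edgeR called 8 of them lower with MBOA when replicates 5 and 7 were left out. The 8 genes of the TCA cycle had medians of 1.28 and -0.61 in these sets of libraries (4 lower and 1 higher without replicates 5 and 7), the 3 tRNA ligase genes 0.55 and -0.43 (2 lower) and the 8 chaperone and protease genes 0.10 and -0.59 (4 lower). Other lists had a median below 0 in replicates 5 and 7 and above 0 in replicates 1, 2 and 3. The 51 sugar ABC transporter genes had medians of -1.46 and 0.11 (3 higher and 2 lower), the 33 MFS transporter genes -0.98 and 0.24 (6 higher and 3 lower), the 11 efflux genes -1.11 and 0.13 (1 higher and 0 lower), the 138 transcriptional regulator genes -1.00 and 0.19 (17 higher and 2 lower) and the 14 prophage genes -1.55 and 0.20 (2 higher and 1 lower). Not all transport lists had this pattern, as the 16 iron and heme uptake genes had medians of 0.32 and 0.24 (3 higher and 0 lower). Whether these medians differ between the sets of libraries was not tested, since the sets were defined from the data.

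With all 10 libraries edgeR called 0 members of any list. At an adjusted p below 0.05 DESeq2 called 1 of 51 sugar ABC transporter genes higher, 2 of 138 transcriptional regulator genes higher (among them a PadR family gene, MRBLMB2_001142, log2 fold change 2.00, standard error 0.50), 1 of 2 RidA family genes outside the cluster higher, 1 of 9 SOS and DNA repair genes higher, 1 of 14 prophage genes higher and 1 lower, and 1 of 33 MFS transporter genes lower. It called 0 of 17 acyl-CoA metabolism, 8 chaperone and protease, 9 ribosomal protein, 3 tRNA ligase, 8 TCA cycle and 11 efflux genes. The list for structural RNA matched 1 gene, which encodes a ribosomal RNA methyltransferase and is no structural RNA, and DESeq2 did not call it. The genes named here were chosen after their values were seen. Adjusted over the list alone, edgeR called 1 RidA family gene and 1 prophage gene higher and 1 prophage gene lower, and 0 in the other lists of this paragraph.

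Of the 126 possible splits of the libraries into 5 and 5, 100 were drawn, the real one included. For the *bxd* set test 1 of 100 splits, the real one, gave a fry p as small as 0.028 (next smallest 0.042). This does not exclude chance, because the set was chosen partly from the same libraries, which favours the real split. For the counts of genes chance cannot be excluded either. With edgeR all 100 of 100 splits gave counts at least as large as the real 0 for genes higher, genes lower, *bxd*, kmer and orthogroup genes and the longest run, and the highest other was 0, so these counts test nothing. With DESeq2, 11 of 100 splits called at least 102 genes in 1 direction (highest other 972), 6 called at least 8 in the smaller direction (highest other 225) and 5 called at least 13 *bxd* genes (highest other 15). In all 10 other splits with at least 102 genes MBOA replicates 5 and 7 were in 1 group, as they were in 41 of the 100 splits, which points to a structure of the samples that the labels do not name.

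edgeR called 0 genes where DESeq2 called 110. The spread that MBOA replicates 5 and 7 add to the MBOA group is a candidate explanation for edgeR's count, as edgeR called 843 genes without them, although with 2 libraries fewer. Of the 102 genes called higher by DESeq2, 79.4% were called higher by DESeq2 without them too, in a fit that called 471 genes higher, and 21 lost the call, which argues against these replicates as the sole basis of the calls. The size of the folds rests on them in part, as the median log2 fold change of the *bxd* genes by DESeq2 was 1.76 with them and 0.60 without. Simulated counts with the spread of all libraries held 20.6% unchanged genes among DESeq2's calls and 4.28% among edgeR's. Because the simulation gave both groups the same spread, unlike the real libraries, these shares do not carry over to the real calls.

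For the higher *bxd* transcripts, the tables argue against a mere side effect of MBOA replicates 5 and 7, because in MBOA replicates 1, 2 and 3 the *bxd* run was at the 100th percentile of all 3681 runs of 15 genes (mean difference from DMSO 0.65, highest run outside it 0.45). They also argue against a scaling of whole libraries, because the flanking genes had a difference of -0.39. A response of the cluster to MBOA, which the design names, is consistent with these values and remains a hypothesis, since the cluster was chosen partly from the same libraries. The size of that response stays open, as the cluster was 5.50-fold above DMSO in MBOA replicates 5 and 7 and 1.57-fold in the others. These folds also depend on the TMM factors, which ranged from 0.43 to 3.59 over the MBOA libraries.

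What sets MBOA replicates 5 and 7 apart was not found. A few genes taking most of the counts cannot be the whole cause, as outside the 5 most counted genes their rank correlations with the other MBOA libraries reached at most 0.758, while all pairs within a group without them had at least 0.902 and replicates 5 and 7 correlated with each other at 0.975. Whether fewer usable counts contribute stays open. The lower of both held 1.51e6 counts outside these 5 genes, above the lowest DMSO library with 1.31e6, but their median counts per gene were 112 and 103, against 227 to 935 in the other libraries, and 13 and 23 genes had 0 counts in them, against 0 genes in the others. Their *bxd* means, 7.42 or more against at most 5.16 in DMSO, lay outside the range of the DMSO libraries. The cluster was chosen partly from the same labelled libraries, but its 6 orthogroup genes were chosen from genomes. Each of these 6 genes had a higher log2 CPM in both replicates than in every DMSO library. For *bxdE* the values were 6.95 and 6.82 against at most 5.31, and for *bxdK* 7.68 and 7.62 against at most 4.47. For these genes, the values argue against a culture like the DMSO libraries under an MBOA label. A later stage of MBOA degradation or of growth in these cultures, or a shared day of growth or library preparation, may be behind it and was not tested. The paper measured growth and the levels of MBOA and AMPO in this experiment (Supplementary Fig. 9). The deposited labels give neither these values per library nor a day.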
